# TLR3 Ligand PolyI:C Prevents Acute Pancreatitis Through the Interferon-β/Interferon-α/β Receptor Signaling Pathway in a Caerulein-Induced Pancreatitis Mouse Model

**DOI:** 10.3389/fimmu.2019.00980

**Published:** 2019-05-03

**Authors:** Chaohao Huang, Shengchuan Chen, Tan Zhang, Dapei Li, Zhonglin Huang, Jian Huang, Yanghua Qin, Bicheng Chen, Genhong Cheng, Feng Ma, Mengtao Zhou

**Keywords:** acute pancreatitis, TLR3 ligands, polyI:C, reactive oxygen species, type I interferon, IFN-β, neutrophil infiltration

## Abstract

Acute pancreatitis (AP) is a common and devastating inflammatory disorder of the pancreas. However, there are still no effective treatments available for the disease. Therefore, it is important to discover new therapeutic targets and strategies for better treatment and prognosis of AP patients. Toll-like receptor 3 (TLR3) ligand polyI:C is a double-stranded RNA mimic that can be used as an immune stimulant. Our current study indicates that polyI:C exerted excellent anti-inflammatory effects in a caerulein-induced AP mouse model and taurocholate-induced pancreatic acinar cell line injury model. We found that polyI:C triggers type I interferon (IFN) production and downstream IFN-α/β receptor (IFNAR)-dependent signaling, which play key roles in protecting the pancreas from inflammatory injury. Knockout of IFN-β and IFNAR in mice abolished the preventive effects of polyI:C on caerulein-induced AP symptoms, which include pancreatic edema, neutrophil infiltration, the accumulation of reactive oxygen species (ROS), and inflammatory gene expression. Treating pancreatic acinar 266-6 cells with an IFNAR inhibitor, which blocks the interaction between type I IFN and IFNAR, diminishes the downregulation of oxidative stress by polyI:C. Additionally, a subsequent transcriptome analysis on the role of polyI:C in treating pancreatitis suggested that chemotaxis of neutrophils and the production of ROS were inhibited by polyI:C in the pancreases damaged by caerulein injection. Thus, polyI:C may act as a type I IFN inducer to alleviate AP, and it has the potential to be a promising therapeutic agent used at the early stages of AP.

## Highlights

- PolyI:C significantly alleviates caerulein-induced acute pancreatitis;
- PolyI:C attenuates acute pancreatitis-related oxidative stress;
- PolyI:C protects mice from pancreatic injuries in an IFN-β-dependent manner;
- TLR3 agonists would be promising therapeutic agents for acute pancreatitis.

## Introduction

Acute pancreatitis (AP) is an inflammatory condition of the pancreas, that frequently leads to systemic inflammatory response syndrome (SIRS), multiple organ dysfunction syndromes (MODS), and even death without early intervention (1). The mortality of individuals with AP-MODS exceeds 20%, and the quality of life of those who experience the devastating inflammatory disease is significantly worse than that of the general population (2). Research from many groups including our own have shown that pancreatitis involves pancreas edema, inflammatory cell infiltration, and high levels of serum amylase and lipase (3, 4). Meanwhile, reactive oxygen species (ROS) generated by injured pancreatic acinar cells and infiltrated immune cells are key factors in the progression of pancreatitis (5). Therefore, novel therapeutic strategies or pharmaceutical interventions to decrease the accumulation of ROS, limit local inflammatory damage, and accelerate the recovery of the injured pancreas are needed urgently.

Previous studies on AP have suggested that damage of pancreatic acinar cells results in the upregulation of inflammatory cytokines and chemokines (6). They initiate the inflammatory response and the recruitment of inflammatory cells, which leads to pancreatitis (7). Activated inflammatory cells contribute to subsequent pancreatic injury through the generation of ROS (8). As the ROS accumulate, so does the demand for the anti-superoxide response (9). Heme Oxygenase-1 (HO-1), a well-known anti-oxidant molecule, is always highly expressed during the inflammatory response (10). High levels of HO-1 are an indicator of severe tissue damage and oxidative stress, which require a stronger anti-oxidant reaction (10). Thus, HO-1 could be used as an indicator for measuring the severity of damage and inflammation in AP.

PolyI:C is synthetic double-stranded RNA, which is used as a viral RNA mimic to induce type I IFN and trigger antiviral immunity-based pathways in the host. PolyI:C is considered to be a pathogen-associated molecular pattern (PAMP) because it interacts with Toll-like receptor 3 (TLR3) and activates TLR3-dependent downstream signaling (11, 12). Pattern recognition receptors (PRRs) such as TLR9 and NLRP3 are required for the development of inflammation in AP, and their antagonism could provide a new therapeutic strategy for treating AP (13). Moreover, TLR3 ligand polyI:C treatment significantly decreases the mortality and liver injury caused by injection of lipopolysaccharide (LPS) in the presence of D-galactosamine (D-GalN) in C57BL/6 mice (14), which has driven us to test the anti-inflammatory role of polyI:C during AP progression. As a downstream product of the TLR3-TRIF-TBK1-IRF3 signaling axis, type I IFN has been demonstrated as an immune mediator that also exerts an anti-inflammatory function as well as its antiviral activity (15). IFN-α and IFN-β are key members of the type I IFN family in combating virus infection and regulating immune function, and IFN-β is the initial response of type I IFN produced at the early stages of infection or following PAMP stimulation (16, 17). Subsequently, more IFN-β and IFN-α is produced at the later stages of infection via a positive feedback loop (16–18). It was demonstrated that IFN-β counteracts the overexpressed ICAM-1 in cultured brain-derived microvascular endothelial cells (BMEC) incubated with TNF-α, which leads to a reduction in the adhesion of leukocytes to blood vessels and thus a reduced inflammatory reaction (19). Many other similar observations support the conclusion that IFN-β participates in attenuating the acute inflammatory response because of its regulatory effect (20, 21). It is interesting to investigate whether polyI:C has the potential to limit detrimental and pathological immune responses which lead to tissue damage in a caerulein-induced pancreatitis mouse model, via the IFN-β/IFNAR signaling pathway.

In this study, we have found that polyI:C pretreatment prevents caerulein-induced pancreas edema, neutrophil infiltration, the accumulation of ROS, and inflammatory gene expression in the AP mice models. PolyI:C-triggered IFN-β production and downstream IFNAR signaling activation are required for the suppressive effect of polyI:C in the caerulein-induced AP model. Our study has not only demonstrated the protective role of polyI:C in limiting AP, but has also suggested a potential application of TLR3 ligands in the treatment of AP.

## Materials and Methods

### Mice and Reagents

*Ifnb*^−/−^ mice and *Ifnar1*^−/−^ mice were gifted from Genhong Cheng Laboratory (University of California, CA, USA). *Tlr4*^−/−^ mice were purchased from Model Animal Research Center (Nanjing, China). Wild-type (WT) C57BL/6 mice were acquired from Vital River Laboratory Animal Technology (Beijing, China). All the mice were maintained in the specific pathogen-free (SPF) environment at Suzhou Institute of Systems Medicine (ISM) under a controlled temperature (25°C) and a 12-h day/night cycle. Male 8–10-week-old mice were used in all the experimental AP mice models. All mice experiments were undertaken in accordance with the US National Institutes of Health Guide for the Care and Use of Laboratory Animals, with the approval of the Scientific Investigation Board of ISM, Suzhou. Antibodies against HO-1 (#70081) and GAPDH (#5174) were from Cell Signaling Technology (Danvers, MA). NQO1 antibody (#ab2346) and KEAP1 antibody (#ab119403) were from Abcam (Cambridge, MA). Caerulein and IFNAR inhibitor were from MCE (Monmouth Junction, NJ). L-Arginine was from Sigma-Aldrich (St. Louis, MO). PolyI:C was from Thermo Fisher Scientific (Waltham, MA). Recombinant mouse IFN-β was from R&D Systems (Minneapolis, MN). Taurocholate was from SolarBio (Beijing, China).

### Experimental AP Mice Models

Before the induction of experimental AP, the mice fasted for 8 h and were intraperitoneally injected with 100 μl polyI:C (10 mg/kg) or saline as a control. After 1 or 8 h of polyI:C/saline injection, the mice were intraperitoneally administered 200 μl caerulein (200 μg/kg) 10 times or L-Arginine (2.5 g/kg) twice, 1 h apart. Mice were sacrificed at 24 h post the initial induction of the AP, and the serum and pancreas were collected for further analysis. The pancreases were placed in 4% paraformaldehyde for histological analysis or stored in RNAlater (QIAGEN, Düsseldorf, Germany) for RNA extraction. In addition, fresh pancreases were isolated for analyzing inflammatory immune cell infiltration via flow cytometry or snap-frozen for protein extraction for western blotting analysis.

### Cell Culture and Flow Cytometry Analysis

The mouse pancreatic acinar 266-6 cell line was purchased from ATCC (Manassas, VA) and cultured in RPMI-1640 medium supplemented with 10% FBS (Gibco, ThermoFisher Scientific) 100 IU/ml penicillin and 100 μg/ml streptomycin under the conditions of 37°C and 5% CO_2_. To induce pancreatitis *in vitro*, the 266-6 cells were stimulated with 0.5 mM taurocholate in the presence of polyI:C (1 μg/ml) or IFN-β (200 U/ml). Twenty-four hours later, cells were collected for the following Western blot assay, DCFH-DA staining, and flow cytometry analysis. To analyze the infiltrated innate immune cells during caerulein-induced AP, pancreases of mice were immediately harvested and incubated with 1 mg/ml collagenase D (ThermoFisher Scientific, Waltham, MA), and minced into small pieces on ice. Single pancreatic cell suspensions were first stained with Fc blocking antibody, then immune-labeled with fluorochrome-conjugated antibodies in PBS supplemented with 2% heat-inactivated FBS (Gibco, Thermo Fisher Scientific); isotype controls were also included. Antibodies Alexa Fluor 647-conjugated anti-CD11b, PE-conjugated anti-F4/80, and PerCP/Cy5.5-conjugated anti-Ly6G were purchased from BioLegend (San Diego, CA). Flow cytometry analysis was performed on a Life Launch Attune NxT Flow Cytometer (ThermoFisher Scientific, Waltham, MA) after gating the living cells. Data were analyzed using FlowJo software (version 10.0).

### Pancreas Histological Examination and Neutrophil Immunohistochemistry

Pancreatic tissues were collected 24 h after the induction of AP by caerulein and were fixed in 4% paraformaldehyde in PBS. Paraffin embedded tissues from each mouse were sectioned at 5 μm and these were followed by H&E staining. Immunohistochemistry for neutrophil marker MPO (#ab9535, Abcam, San Francisco, CA) was performed on saline or caerulein-induced AP tissues. Briefly, 5 μm thick paraffin sections of formalin-fixed paraffin-embedded pancreatic tissue were fixed in dimethylbenzene, quenched with 3% H_2_O_2_, and blocked with goat serum. After three washes with PBS, the sections were treated with anti-MPO primary antibody (1:50) overnight. Then, the sections were incubated with horseradish-peroxidase–conjugated secondary antibody for 1 h. Finally, color was developed using DAB as peroxidase substrate, and the slides were counterstained with hematoxylin for bright field microscopy. The degree of pancreatic injury was evaluated by light microscopy in 200X magnification over five separate fields. The severity of pancreatitis was scored mainly based on the description in the previous study (22), and is listed in Supplementary Table 2.

### Enzymatic Method Measurement of Serum Amylase and Lipase

Blood from experimental AP mouse models was centrifuged at 4,000 rpm, 1,500 g for 10 min at 4°C to separate the serum. Serum samples were diluted to the appropriate concentration and incubated with corresponding reagents in kit, then amylase and lipase activities were measured by commercial α-Amylase Assay Kit (C016-1) and Lipase Activity Kit (A054-2), respectively, according to the manufacturer's instructions (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### Intracellular ROS Detection

Intracellular ROS intensity was measured by Reactive Oxygen Species Assay Kit (Beyotime, Shanghai) as described in the manufacturer's instructions. DCFH-DA fluorescence was measured by using Life Launch Attune NxT Flow Cytometer (Thermo Fisher Scientific, Waltham, MA, USA). Images were taken using Nikon Eclipse TI fluorescence microscope (Nikon Corporation, Tokyo). Data were analyzed using FlowJo software (version 10).

### Protein Extraction and Western Blotting

Snap-frozen pancreatic tissues were homogenized and resuspended in the buffer containing 4% sodium dodecyl sulfate (SDS) and 100 mM Tris-HCl. For immunoblot analysis, pancreatic tissue and 266-6 cells were collected in Triton lysis buffer (50 mM Tris-Cl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 5% glycerol) containing complete protease inhibitors (Roche). Protein concentrations of the extracts were measured with a BCA assay (ThermoFisher Scientific) and equalized with the lysis buffer. Equal amounts of the extracts were loaded and subjected to SDS-PAGE, transferred onto PVDF membranes (Millipore), and then blotted with enhanced chemiluminescence (Pierce) or Odyssey Imaging Systems (LI-COR Biosciences).

### RNA Isolation and Quantitative PCR (qPCR)

RNA was isolated from pancreatic tissue which was stored in RNAlater or 266-6 cells using TRIzol (ThermoFisher Scientific) according to the manufacturer's instructions. Following RNA concentration, quantitation of 1 μg of RNA was used to make cDNA using PrimeScript™ RT Reagent Kit for RT-PCR (Takara Shuzo Co., Tokyo) according to the manufacturer's instructions. Real time PCR analysis was performed using cDNA in the Roche 480 instrument using SYBR from Toneker Biotech (Suzhou, Jiangsu). The relative mRNA expression level of genes was normalized to the internal control ribosomal protein gene *Rpl32* by using 2^−ΔΔCt^ cycle threshold method (23). The primer sequences for qPCR were from the primer bank (24), and sequences are listed in Supplementary Table 1.

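The 13 listed primer pairs were matched to the mouse transcripts of GENCODE M21 (GRCm38), allowing amplicons of up to 2000 bases and no mismatch. For 9 pairs the predicted amplicon came from a single gene, with lengths from 104 to 248 bases. In 7 of these pairs the primers lie in different exons, and in the other 2 pairs both primers lie within 1 exon. The pair for the internal control Rpl32 spans 248 bases of the transcript (chromosome 6, 115805666 to 115807844), and its reverse primer also matches Rpl32l and Gm4987. The pair listed for Ccl2, ATTCTGTGACCATCCCCTCAT and TGTATGTGCCTCTGAACCCAC, gave a predicted amplicon of 187 bases in Ccl24 (ENSMUSG00000004814, chromosome 5, 135570895 to 135572693, from exon 2 to exon 3). The closest sites for these primers in the Ccl2 transcripts had 10 and 7 mismatches. The pairs listed for Il1b, Cxcl1, Cxcl2 and Fgr gave no exact amplicon. In each of the 4, the reverse primer matched its gene exactly, and the forward primer had at least 3 mismatches for Il1b, 3 for Cxcl1, 2 for Cxcl2 and 1 for Fgr. The reverse primer for Cxcl2 also matched Cxcl3.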

### RNA-Sequencing Data Acquisition, Quality Control, and Processing

Total pancreas RNA was extracted from caerulein-induced experimental AP mice models. RNA concentration was quantified using a Qubit 2.0 Fluorometer (Thermo Fisher). The quality of extracted RNA was evaluated using an Agilent Technology 2100 Bioanalyzer. RNA libraries were constructed using a TruSeq Stranded mRNA Sample Prep Kit (Illumina) according to the manufacturer's guidelines. The quantity and quality of the libraries were also assessed by Qubit and Agilent 2100 Bioanalyzer, respectively; their molar concentration was validated by qPCR for library pooling. Libraries were sequenced on the HiSeq X10 using the paired end 2^*^150 bp, dual-index format. For RNA-Seq data analysis, Trimmomatic was used to remove Illumina sequencing adapters within raw reads of every sample, trim low quality bases of both read ends (with parameters LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15) and drop one read if its length is <36 bp. Secondly, the clean reads were mapped to mouse mm 10 reference genome with STAR, and the alignment bam files were used as htseq-count (command of python package HTSeq) input to get read counts of genes. Finally, DESeq2 was used to identify DEGs (*p* ≤ 0.05, FC ≥ 2) based on raw read counts. For DEGs, Ingenuity Pathway Analysis (IPA) and GO biological process were performed by Fisher's exact test, the enrichment *p*-values of which were corrected by the Bonferroni method. RNA-Seq data have been deposited to Gene Expression Omnibus (GSE119844).

### Statistical Analysis

The data represent the mean of at least three independent experiments, and error bars represent standard error or standard deviation of the mean. Statistical analysis was performed by unpaired 2-tailed student *t* test or one-way analysis of variance (ANOVA) followed by Tukey's multiple-comparison tests using GraphPad Prism (version 5; GraphPad Sofware Inc.). *p* < 0.05 was considered as a statistically significant difference.

## Results

### PolyI:C Prevents AP in WT Mice

The protective effect of polyI:C on pancreatitis was evaluated in the caerulein-AP experimental mouse model at 24 h after the first injection of caerulein (Figure 1A). Administration with caerulein led to dramatic pathological changes including pancreas edema, inflammatory cell infiltration, and tissue necrosis. However, polyI:C pretreatment prevents these pancreatitis symptoms induced by caerulein injection (Figures 1B,C). Consistently, polyI:C pretreatment inhibited the elevation of serum amylase and lipase in the caerulein-AP mouse model (Figure 1D). PolyI:C also suppressed the induction of inflammatory cytokine and chemokine gene expression including IL-1β, CXCL1, and CXCL2 in the injured pancreases from caerulein-AP mice (Figure 1E). Neutrophils were recruited into the injured pancreases during pancreatitis progression, whereas notably fewer MPO^+^ cells were observed in the injured pancreases from caerulein-AP mice pretreated with polyI:C. This suggests polyI:C pretreatment inhibited neutrophil infiltration, a key cause of AP (Figures 1F,G). These immunohistochemistry results were verified by flow cytometry assay. Significantly fewer infiltrated CD11b^+^Ly6G^+^ cells (neutrophils) were detected in the pancreases from polyI:C-pretreated AP models (Figures 1H,I), while the infiltrated CD11b^+^F4/80^+^ cells (macrophages) were not affected (Supplementary Figure 1). These data indicate that polyI:C pretreatment specifically inhibits neutrophil infiltration rather than other immune cells such as macrophages.

**Figure 1:**
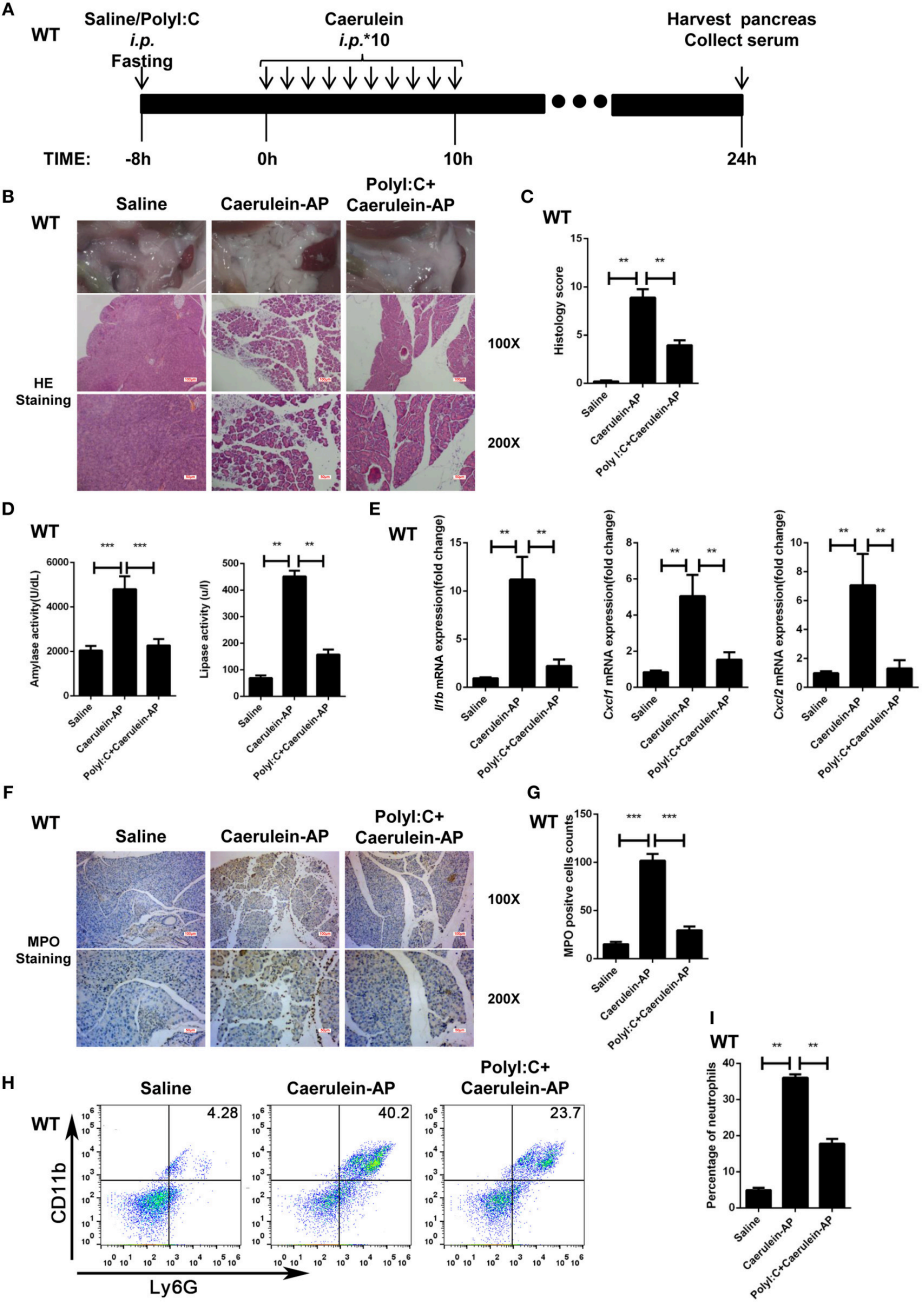
PolyI:C prevents caerulein-induced AP in the WT mice. **(A)** Schematic diagram of the caerulein-induced experimental AP mouse model. Saline or polyI:C (10 mg/kg) was intraperitoneally administrated 8 h prior to the induction of AP. **(B)** Histopathological examination of the effect of polyI:C on WT caerulein-induced experimental AP mouse models. Top panel: gross observation; middle panel: H&E staining, 100X magnification; bottom panel: H&E staining, 200X magnification. **(C)** Histology scores of pancreatitis were evaluated and compared after observing five separate fields. **(D)** Activities of the serum amylase (left) and lipase (right) from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice were compared via enzymatic methods. **(E)** mRNA expression levels of *Il1b, Cxcl1*, and *Cxcl2* genes in the pancreatic tissue from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice were detected by RT-qPCR and normalized to *Rpl32*. **(F)** Neutrophil infiltrations in the pancreases from WT caerulein-induced experimental AP mouse models were measured and compared by MPO staining. Top panel: 100X magnification; bottom panel: 200X magnification. **(G)** MPO^+^ cells were counted and compared after observing five separate fields. **(H)** Pancreases neutrophils from the Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice were analyzed by flow cytometry. CD11b^+^Ly6G^+^ cells were considered as neutrophils. **(I)** The percentage of neutrophils from indicated groups were calculated and compared. Data of **(B,F,H)** are representative of three independent experiments. Data of **(C,G)** are shown as mean ± SD (*n* = 5) from one representative experiment. Data of **(D,E,I)** are shown as mean ± SEM from at least three independent experiments. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, one-way ANOVA test.

Additionally, we checked whether polyI:C pretreatment affects pancreas homeostasis in a non-pathogenic saline-injected mouse model instead of in the AP model (Supplementary Figure 2A). No significant differences to pancreas edema, serum amylase and lipase levels, inflammatory cytokine and chemokine gene expression or neutrophil and macrophage infiltration were observed between the saline-pretreated and polyI:C-pretreated groups (Supplementary Figures 2B–G). These results suggest that polyI:C administration to pancreases is potentially safe.

We also tested the protective effect of polyI:C in L-arginine-induced AP mouse models (Supplementary Figure 3A). PolyI:C pretreatment significantly reduced the pancreatic injury caused by L-Arginine injection (Supplementary Figure 3B). Consistently, induction of serum amylase and lipase by L-Arginine was also attenuated in the polyI:C-pretreated group (Supplementary Figure 3C).

To verify the preventive or therapeutic effect of polyI:C in AP, we tested multiple time windows of polyI:C injection. PolyI:C administration 1 h prior to the induction of AP by caerulein effectively inhibited pancreatic injury (Supplementary Figures 4A,B), and also suppressed serum amylase and lipase induction by caerulein (Supplementary Figure 4C). However, polyI:C administration after induction of AP by caerulein in WT mice did not show a significant protective effect (data not shown).

Thus, we have found that the TLR3 ligand polyI:C effectively and safely prevents caerulein-induced AP and L-Arginine-induced AP in WT mice.

### IFN-β/IFNAR Signaling Is Required for the Preventive Effect of PolyI:C on AP

To confirm whether polyI:C-triggered type I IFN production mediated the protective effect of polyI:C in AP mice, we pretreated *Ifnb*^−/−^ mice with polyI:C in the caerulein-induced AP mouse model. PolyI:C did not alleviate the AP symptoms such as pancreas edema, inflammatory cell infiltration, and tissue necrosis in the *Ifnb*^−/−^ mice (Figures 2A,B). Consistently, polyI:C did not inhibit the elevation of serum amylase and lipase in the *Ifnb*^−/−^ experimental AP mice (Figure 2C). In addition, we found even higher inflammatory cytokine and chemokine gene expression (such as IL-1β and CXCL2) in the polyI:C-pretreated *Ifnb*^−/−^ AP mice, whereas polyI:C inhibited those inflammatory genes significantly in the WT AP mice (Figures 1E, 2D). The number of infiltrated neutrophils in *Ifnb*^−/−^ AP mice was indistinguishable between the saline and polyI:C pretreated groups (Figures 2E–H). These results indicate that polyI:C-triggered IFN-β production potentially meditates the preventive effect of polyI:C on AP.

**Figure 2:**
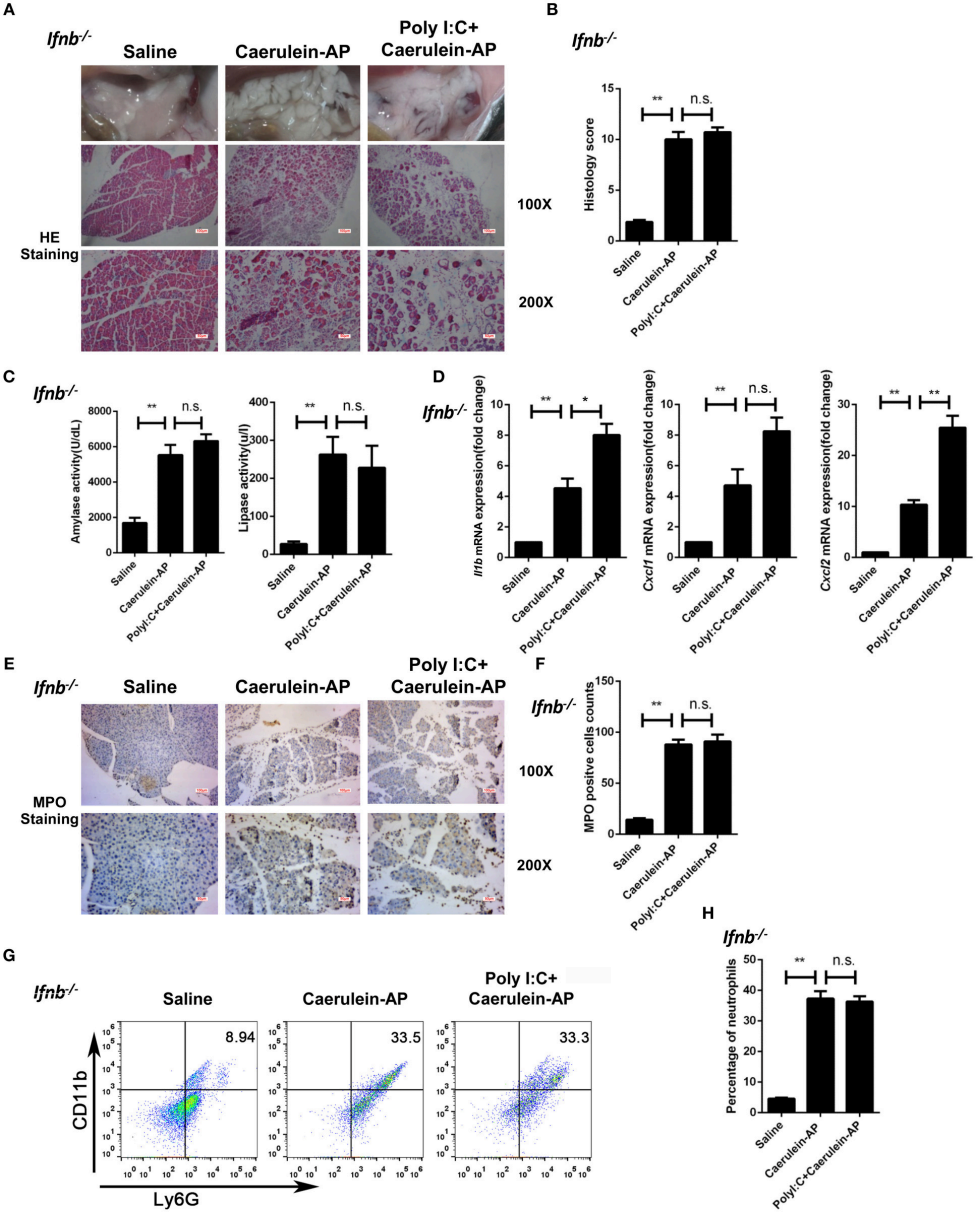
Knockout of Ifnb abolishes the protective effects of polyI:C on the caerulein-induced AP mouse model. **(A)** Histopathological examination of the effect of polyI:C on *Ifnb*^−/−^ caerulein-induced experimental AP mouse models. Top panel: gross observation; middle panel: H&E staining, 100X magnification; bottom panel: H&E staining, 200X magnification. **(B)** Histology scores of pancreatitis were evaluated and compared after observing five separate fields. **(C)** Activities of the serum amylase (left) and lipase (right) from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnb*^−/−^ mice were compared via enzymatic methods. **(D)** mRNA expression levels of *Il1b, Cxcl1*, and *Cxcl2* genes in the pancreatic tissue from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnb*^−/−^ mice were detected by RT-qPCR and normalized to *Rpl32*. **(E)** Neutrophil infiltrations in the pancreases from *Ifnb*^−/−^ caerulein-induced experimental AP mouse models were measured and compared by MPO staining. Top panel: 100X magnification; bottom panel: 200X magnification. **(F)** MPO^+^ cells were counted and compared after observing five separate fields. **(G)** Pancreases neutrophils from the Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnb*^−/−^ mice were analyzed by flow cytometry. CD11b^+^Ly6G^+^ cells were considered as neutrophils. **(H)** The percentage of neutrophils from indicated groups were calculated and compared. Data of **(A,E,G)** are representative of three independent experiments. Data of **(B,F)** are shown as mean ± SD (*n* = 5) from one representative experiment. Data of **(C,D,H)** are shown as mean ± SEM from at least three independent experiments. ^*^p < 0.05, ^**^p < 0.01, n.s., not significant, one-way ANOVA test.

Next, we used the *Ifnar1*^−/−^ mice to confirm the above conclusion. The protective function of polyI:C was not seen in *Ifnar1*^−/−^ AP mice. Similar to the phenotypes observed in the *Ifnb*^−/−^ AP mice, there was no significant changes in pancreas histopathological results (Figures 3A,B), serum amylase and lipase activity levels (Figure 3C), pancreas inflammatory genes (Figure 3D), and neutrophil infiltration (Figures 3E–H) between the saline and polyI:C pretreated groups. In summary, these experiments suggest that IFN-β/IFNAR signaling is necessary for the preventive effect of polyI:C on caerulein-induced AP.

**Figure 3:**
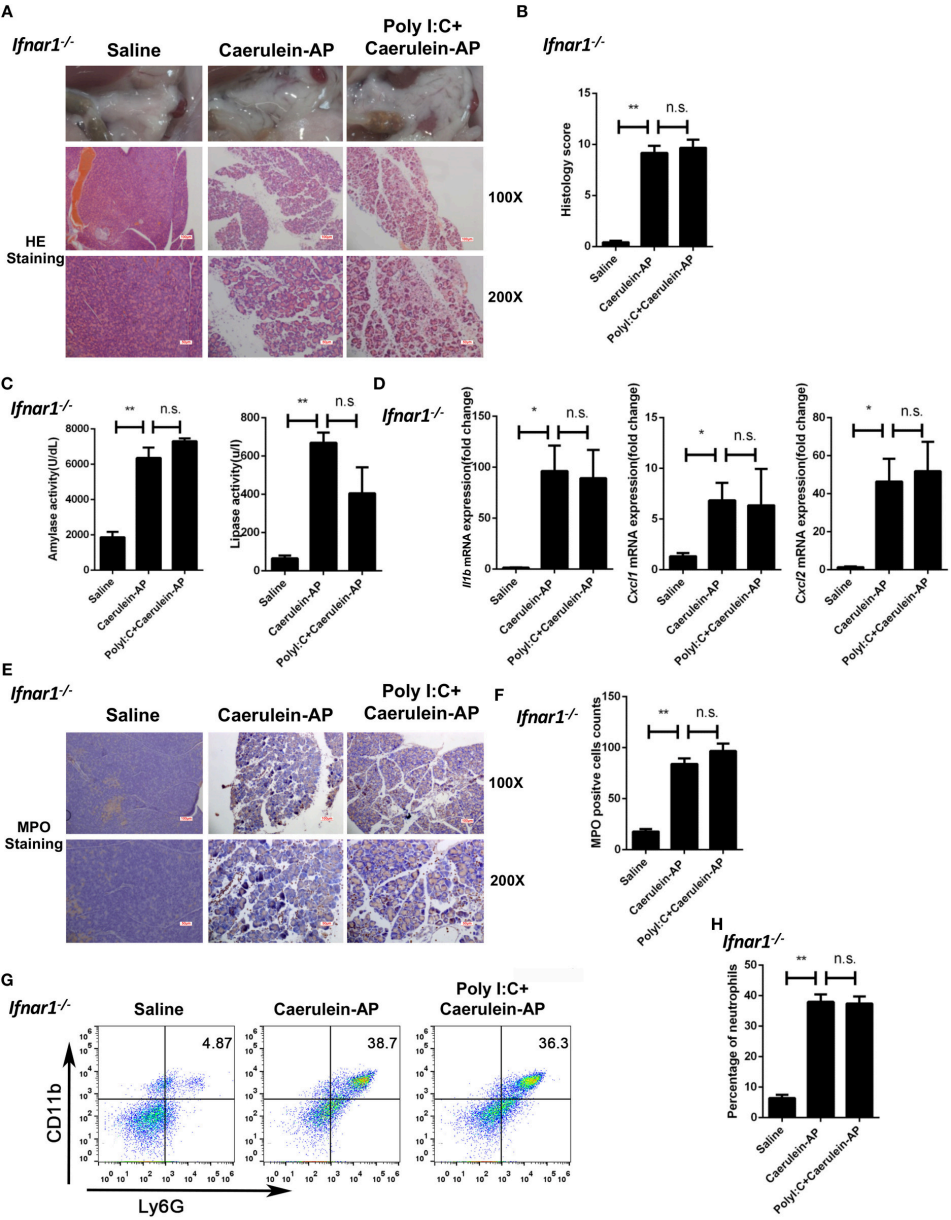
Knockout of Ifnar1 also abolishes the protective effects of polyI:C on the caerulein-induced AP mouse model. **(A)** Histopathological examination of the effect of polyI:C on *Ifnar1*^−/−^ caerulein-induced experimental AP mouse models. Top panel: gross observation; middle panel: H&E staining, 100X magnification; bottom panel: H&E staining, 200X magnification. **(B)** Histology scores of pancreatitis were evaluated and compared after observing five separate fields. **(C)** Activities of the serum amylase (left) and lipase (right) from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnar1*^−/−^ mice were compared via enzymatic methods. **(D)** mRNA expression levels of *Il1b, Cxcl1*, and *Cxcl2* genes in the pancreatic tissue from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnar1*^−/−^ mice were detected by RT-qPCR and normalized to *Rpl32*. **(E)** Neutrophil infiltrations in the pancreases from *Ifnar1*^−/−^ caerulein-induced experimental AP mouse models were measured and compared by MPO staining. Top panel: 100X magnification; bottom panel: 200X magnification. **(F)** MPO^+^ cells were counted and compared after observing five separate fields. **(G)** Pancreases neutrophils from the Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Ifnar1*^−/−^ mice were analyzed by flow cytometry. CD11b^+^Ly6G^+^ cells were considered as neutrophils. **(H)** The percentage of neutrophils from indicated groups was calculated and compared. Data of **(A,E,G)** are representative of three independent experiments. Data of **(B,F)** are shown as mean ± SD (*n* = 5) from one representative experiment. Data of **(C,D,H)** are shown as mean ± SEM from at least three independent experiments. ^*^p < 0.05, ^**^p < 0.01, n.s., not significant, one-way ANOVA test.

### PolyI:C Inhibits Oxidative Stress in AP in an IFN-β/IFNAR-Dependent Manner

The accumulation of ROS drives persistent tissue damage, resulting in the death of acinar cells, edema formation, and infiltration of inflammatory cells into the pancreas (25). Therefore, we tested whether polyI:C could inhibit the generation of ROS in oxidative injury-induced pancreatitis. As shown in Figure 4A, polyI:C treatment significantly suppressed the induction of anti-oxidant protein HO-1 by taurocholate in the 266-6 cells, however it did not suppress other anti-oxidant proteins such as KEAP1 and NQO1 (Supplementary Figure 5). Further experiments confirmed the role of the IFN-β/IFNAR signaling pathway in modulating ROS generation. PolyI:C or IFN-β treatment downregulated the induction of HO-1 protein by taurocholate, and blocking IFN-β and IFNAR interaction using an IFNAR inhibitor reversed the effect of polyI:C and IFN-β on HO-1 induction (Figure 4B).

**Figure 4:**
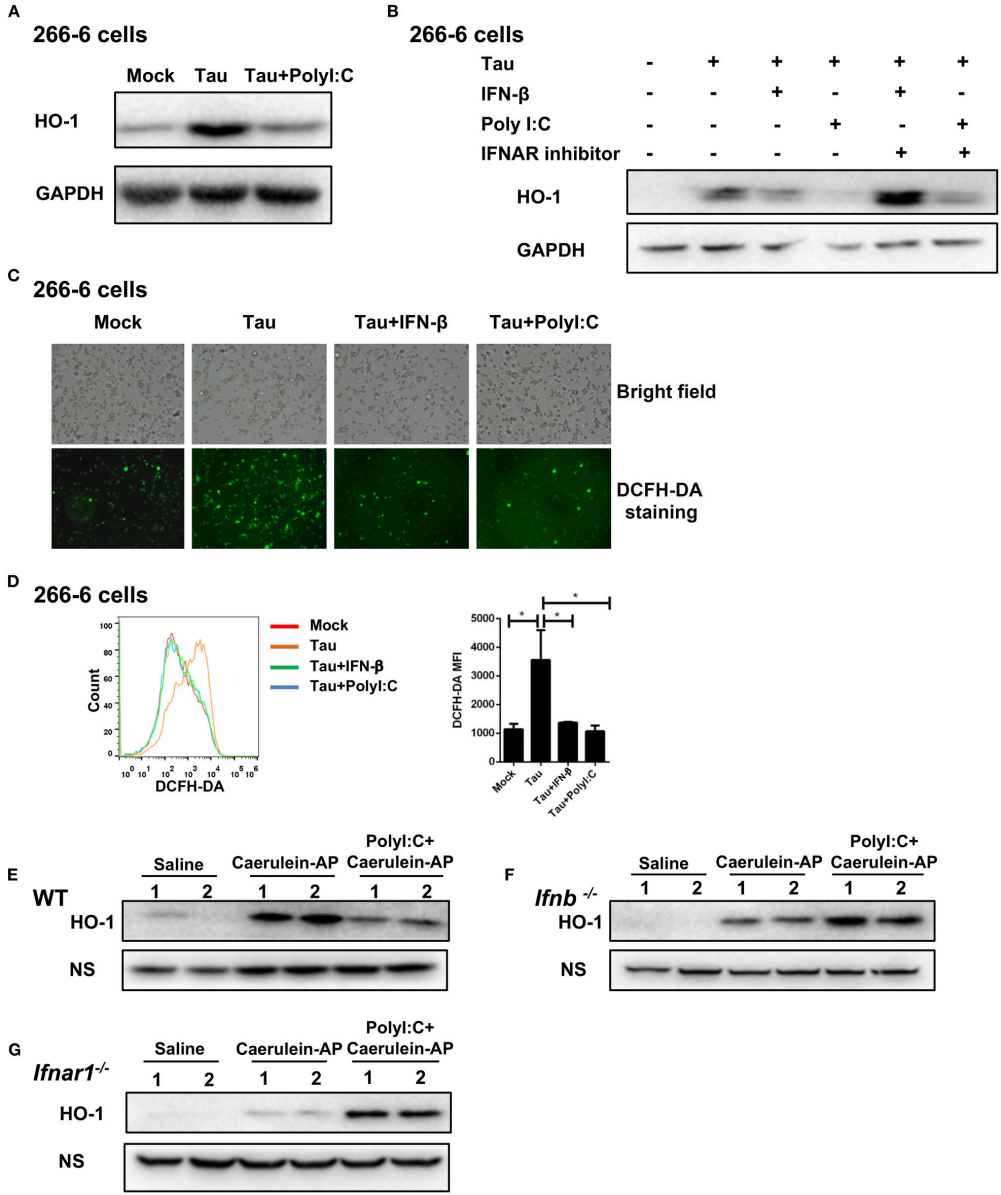
PolyI:C inhibits ROS production in AP via the IFN-β/IFNAR-dependent signaling pathway. **(A)** 266-6 cells were stimulated with 0.5 mM taurocholate in the absence or presence of polyI:C (1 μg/ml), 24 h later, HO-1 protein levels in the cells were measured by western blotting; GAPDH was used as a loading control. **(B)** 266-6 cells were stimulated with 0.5 mM taurocholate in the absence or presence of IFN-β (200 U/ml), polyI:C (1 μg/ml), or IFNAR inhibitor (1 μM). Twenty-four hours later, HO-1 protein levels in the cells were measured by western blotting; GAPDH was used as a loading control. **(C,D)** 266-6 cells were stimulated with 0.5 mM taurocholate in the absence or presence of polyI:C (1 μg/ml) or IFN-β (200 U/ml), intracellular ROS was stained by DCFH-DA, and detected by fluorescence microscopy **(C)** and flow cytometry **(D)**. Median fluorescence intensity (MFI) of stained DCFH-DA was calculated (**D**, right panel). **(E–G)** HO-1 protein expression levels in the pancreases from Saline, Caerulein-AP, and PolyI:C+Caerulein-A WT **(E)**, *Ifnb*^−/−^ **(F)**, and *Ifnar1*^−/−^ mice **(G)** were measured by western blotting; a non-specific (NS) band was shown as a loading control. Data of **(A–C,E–G)** are representative of three independent experiments. Data of **(D)**, right panel are shown as mean ± SEM (*n* = 3). ^*^p < 0.05, one-way ANOVA test.

HO-1 is not only an anti-oxidant protein for reducing ROS but can also be used as an indicator for measuring the severity of damage and inflammation in AP. Downregulation of HO-1 by polyI:C suggests the inhibition of oxidative stress. As we expected, polyI:C or IFN-β treatment significantly reduced the ROS level in taurocholate-stimulated 266-6 cells according to the fluorescence microscopy and flow cytometry results (Figures 4C,D).

Furthermore, we confirmed that polyI:C inhibited the generation of ROS in the pancreases of AP mice via the IFN-β/IFNAR signaling pathway. Homogenates of pancreases resected from experimental AP models with or without polyI:C in WT, *Ifnb*^−/−^, and *Ifnar1*^−/−^ mice were analyzed by immunoblotting for HO-1 protein levels. PolyI:C pretreatment suppressed HO-1 induction in the WT AP mice (Figure 4E). However, even higher HO-1 protein levels were detected in the polyI:C-pretreated *Ifnb*^−/−^ and *Ifnar*^−/−^ AP mice (Figures 4F,G). These data suggest that IFN-β and IFNAR downstream signaling inhibits oxidative stress during AP progression, which could be indicated by higher HO-1 production. Our results suggest that polyI:C inhibits ROS generation independently of HO-1. Without IFN-β/IFNAR signaling, polyI:C cannot facilitate the clearance of ROS, and thus, the pancreas requires more HO-1 anti-oxidant protein. TLR4 was reported to be suppressed by the TLR3 ligand polyI:C and thus, alleviates liver injury induced by LPS and D-GalN (14). However, in the caerulein-induced AP model, polyI:C protected the pancreas of AP mice from injury and inhibited the induction of amylase and lipase, although it was not as effective as in WT mice (Supplementary Figure 6).

By analyzing ROS levels and the amount of the oxidative stress indicator protein *in vitro* and *in vivo*, we have confirmed that polyI:C inhibits oxidative stress during AP progression in an IFN-β/IFNAR-dependent manner.

### PolyI:C Inhibits Multiple Genes Which Positively Correlated With AP Progression

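Total RNA from the pancreases of 6 male wild-type C57BL/6 mice was sequenced, with 2 mice in each of 3 groups. AP was induced with 10 hourly intraperitoneal injections of 200 μg/kg caerulein, a peptide that acts on the cholecystokinin receptor of pancreatic acinar cells. PolyI:C-pretreated AP mice also received 10 mg/kg polyI:C, a synthetic double-stranded RNA, before the first caerulein injection. The legend of Fig. 1 places polyI:C 8 h before caerulein and the Methods give 1 or 8 h, without naming the interval of the sequenced mice. Pancreases were taken 24 h after the first caerulein injection. The paper gives the age of the mice as 8 to 10 weeks, and the sample labels give 8 weeks. The paper names a stranded mRNA library kit, while the labels also name a ribosomal RNA depletion kit. All 6 libraries were run in the same sequencing lane according to the labels.

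The authors trimmed the reads with Trimmomatic, mapped them to the mouse mm10 genome with STAR, counted reads per gene with htseq-count and used DESeq2 on the read counts. The tables analysed here hold TPM for 22556 genes, a measure of transcript abundance in which reads per gene are divided by gene length and scaled to the same total in every mouse. TPM does not state how many reads lie behind a value. Low TPM values multiplied by gene length fell close to whole multiples of a single step in 57.4% of cases. The tolerance for a whole multiple was 0.1, and the upper limit set for low values was 20. The step gave an estimate of the reads on the listed genes of each library. Reads on other genes are not counted, and only 8 of 26 acinar genes looked for had values. The estimates are therefore not the full depth of a library. The estimates were 3974640 and 3297094 reads in the saline mice, 6934672 and 8847185 in the AP mice, and 8821118 and 10853100 in the polyI:C-pretreated AP mice. For a gene of median length, 1 read was worth 0.216 and 0.265 TPM in the saline mice, against 0.148 and 0.117 TPM in the AP mice and 0.120 and 0.0956 TPM in the polyI:C-pretreated AP mice. A gene near 0.2 TPM in a saline mouse therefore rests on about a single read.

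Here, a linear model was fitted with limma to log2(TPM + 0.5) of all 6 mice for the 16814 genes with a mean of at least 1 TPM. A gene passed the threshold with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes with few transcripts. An exact permutation test of 2 mice against 2 cannot give a two-sided p below 0.333, so the adjusted p of a single gene relies on the variance that limma shares between genes. Across genes, which are not independent replicates, the log2 values of the 2 mice of a group correlated with r = 0.88 in the saline mice, 0.92 in the AP mice and 0.89 in the polyI:C-pretreated AP mice. The median absolute difference between the 2 mice was 0.29, 0.19 and 0.21 on the log2 scale, respectively. Between AP and polyI:C-pretreated AP mice, r ran from 0.86 to 0.91, so r alone did not set these groups apart. The median absolute difference between mice of these groups ran from 0.27 to 0.30. Abundant transcripts took different shares of the total. The 15 genes that exceeded 1% of any library held 30.4% and 27.6% of TPM in the saline mice, 19.0% and 16.7% in the AP mice, and 16.3% and 15.4% in the polyI:C-pretreated AP mice. The median log2 fold change of all tested genes was 0.45 in AP against saline mice, and 0.06 after median-of-ratios scaling. In polyI:C-pretreated AP against AP mice, the medians were 0.04 and 0.02.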

To explore the mechanism of action of polyI:C in preventing AP, we performed RNA-sequencing and analyzed the pancreas' transcriptomes from the saline-pretreated, AP, and polyI:C-pretreated AP mice. 

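Compared with saline mice, AP mice had 3053 genes raised and 677 genes reduced past the threshold. PolyI:C pretreatment raised 74 genes and lowered 68 genes compared with AP mice, with median log2 fold changes of 1.71 and -2.04. PolyI:C-pretreated AP mice still differed from saline mice, with 2838 genes raised and 500 reduced. Of the 68 genes lowered by polyI:C, 58 were raised in AP mice, 7 were not past the threshold in AP against saline mice, and 3 were reduced in both comparisons. Of the 74 genes raised by polyI:C, 29 were reduced in AP mice.

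At an unadjusted p of at most 0.05, 277 genes were induced in AP mice and lowered by polyI:C, the alternative with the largest difference from 58 in number of genes. The filter and prior variance behind the number 58 were chosen on simulated data after a first fit to the measured values, which gave 12 genes, had been seen. The simulated spread of a gene depended on its reads alone, which favours this prior. The simulation therefore cannot show which number is right. With voom on the estimated reads, also chosen after seeing the data, the number was 161. With the replicate number as a block, 49 genes were raised in AP mice and lowered by polyI:C, and 22 genes were reduced in AP mice and raised by polyI:C. Mice with the same replicate number did not deviate together from their group means, with a correlation across genes of 0.035 between the AP and polyI:C-pretreated AP mice and 0.0075 between the saline and AP mice. Both comparisons use the same 2 AP mice, so an error in them would raise a gene in the first and lower it in the second. When genes raised in AP replicate 1 and lowered by polyI:C against it were compared with AP replicate 2 instead, 70.8% of the median fall remained over 812 genes. In the opposite direction, 62.2% remained over 924 genes.

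**Figure D1:**
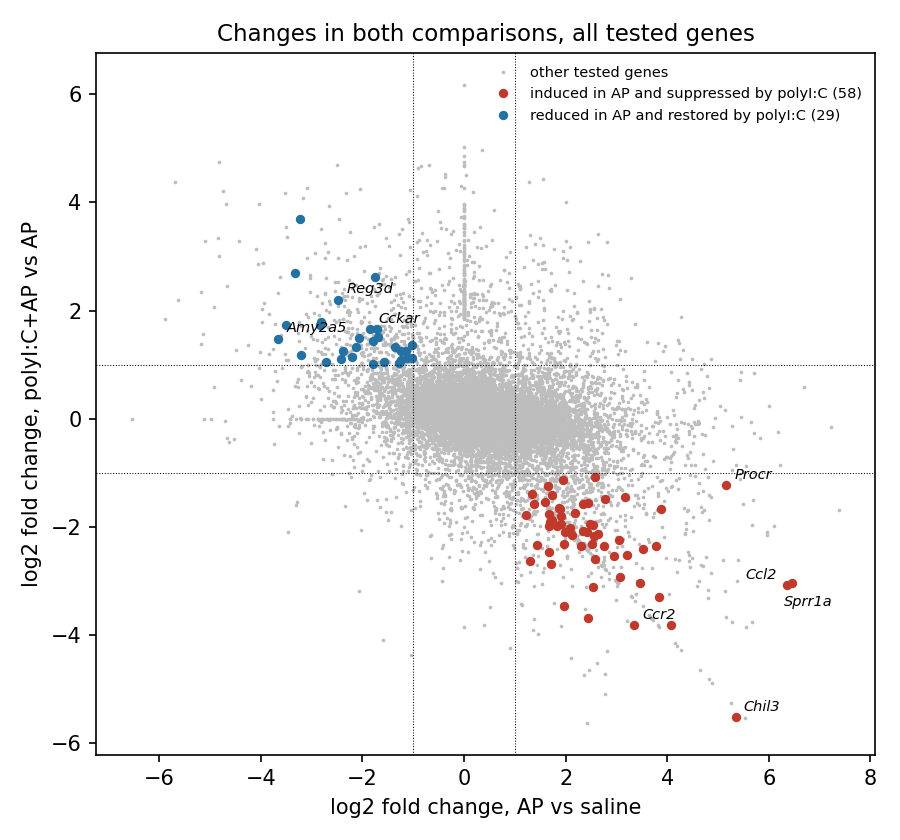
Log2 fold change of each of the 16814 tested genes in AP against saline mice (x axis) and in polyI:C-pretreated AP against AP mice (y axis), with dotted lines at 2-fold changes. The 58 genes raised in AP mice and lowered by polyI:C are red and the 29 genes reduced in AP mice and raised by polyI:C are blue, and the AP mice enter both axes.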

We focused on the genes that were significantly induced during AP and suppressed by polyI:C pretreatment. 

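Expression was compared for a set of genes that includes Il1b, Cxcl1, Cxcl2, Ccl2, Ccr2, C5ar1, Mrc1, Tyrobp, Procr and Fgr. The chemokine receptor gene Ccr2 (ENSMUSG00000049103, chromosome 9 of GRCm38 from 124101950 to 124113557, plus strand) was measured at 3.08 ± 0.961 TPM in saline mice (SD, n = 2), 35.3 ± 1.25 TPM in AP mice and 2.04 ± 0.181 TPM in polyI:C-pretreated AP mice. Its log2 fold change was 3.35 in AP against saline mice (standard error 0.20, adjusted p = 9.8e-05) and -3.82 in polyI:C-pretreated AP against AP mice (standard error 0.20, adjusted p = 0.0027). Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453, plus strand), which encodes a ligand of this receptor, went from 1.30 ± 1.21 TPM to 129 ± 7.09 TPM in AP mice and to 15.1 ± 4.44 TPM with polyI:C. Its rise of 6.36 was the largest of these genes (adjusted p = 0.00018), and polyI:C changed it by -3.08 (standard error 0.47, adjusted p = 0.041). The complement receptor gene C5ar1 (ENSMUSG00000049130, chromosome 7, 16246743 to 16259540, minus strand) was at 0.582 ± 0.395, 11.1 ± 1.84 and 0.922 ± 0.237 TPM in the saline, AP and polyI:C-pretreated AP mice, with log2 fold changes of 3.47 (adjusted p = 0.00086) and -3.03 (adjusted p = 0.026). The mannose receptor gene Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057, plus strand) was at 25.7 ± 6.59, 83.4 ± 1.76 and 12.6 ± 1.69 TPM. It rose by 1.70 (adjusted p = 0.00070), fell by 2.68 with polyI:C (adjusted p = 0.0037), and was below the saline level in the polyI:C-pretreated AP mice (log2 fold change -0.98, adjusted p = 0.0065). Procr (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471, plus strand) went from 7.10 ± 0.291 to 273 ± 38.1 TPM, and to 116 ± 15.1 TPM with polyI:C (log2 fold changes 5.16 and -1.23, adjusted p = 1.3e-05 and 0.020). The tyrosine kinase gene Fgr (ENSMUSG00000028874, chromosome 4, 132974095 to 133001910, plus strand) went from 0.557 ± 0.0780 to 7.69 ± 0.819 and to 0.981 ± 0.621 TPM (log2 fold changes 2.95 and -2.53, adjusted p = 0.0015 and 0.044). These 6 genes passed the threshold in both comparisons.

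Tyrobp, Il1b and Cxcl1 passed it in AP against saline mice and had an adjusted p above 0.05 for polyI:C. Tyrobp (ENSMUSG00000030579, chromosome 7, 30413760 to 30417585) was at 26.0 and 5.64 TPM in the 2 saline mice, a spread that enlarges its standard error to 0.62. It changed by 2.60 in AP mice (adjusted p = 0.015) and by -2.42 with polyI:C (adjusted p = 0.14). The cytokine gene Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 0.291 and 0 TPM in the saline mice, the former about 1 read, and at 3.78 ± 1.12 TPM in AP mice and 1.33 ± 0.418 TPM with polyI:C. Its log2 fold changes were 2.74 (adjusted p = 0.0096) and -1.22 (adjusted p = 0.42). The chemokine gene Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) was at 0.270 ± 0.0394, 12.0 ± 4.03 and 4.61 ± 1.51 TPM, with log2 fold changes of 3.98 (adjusted p = 0.00055) and -1.28 (adjusted p = 0.23). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938), next to it on the chromosome, stayed under the mean of 1 TPM and was not tested. It was at 0.794 and 1.12 TPM in the AP mice, at 0 and 0.159 TPM in the saline mice, and at 0 and 0.0571 TPM with polyI:C.

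Every one of the 10 genes plotted was higher in both AP mice than in both saline mice, and lower in both polyI:C-pretreated AP mice than in both AP mice. The paper names these genes for that pattern in its RNA-sequencing, so their direction is no separate test of it.

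**Figure D2:**
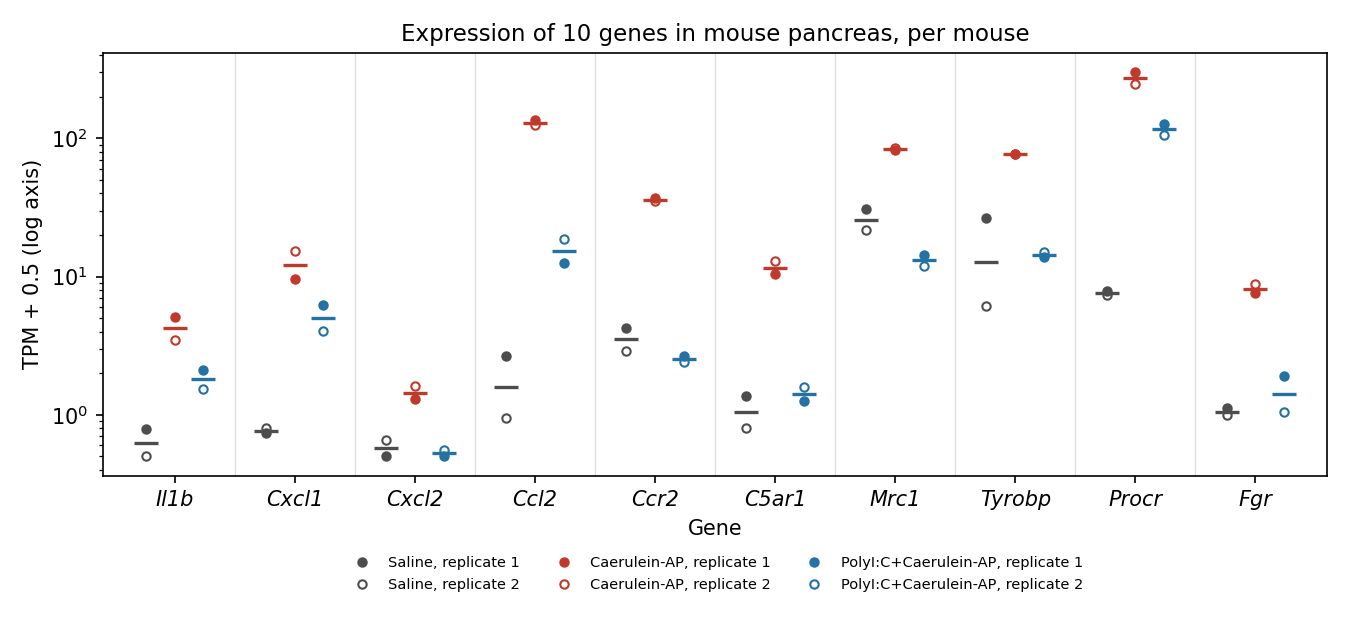
TPM + 0.5 (log axis) of the 10 genes in each mouse, with filled circles for replicate 1, open circles for replicate 2 and a line at the mean of the log values of each group. For Ccr2, the AP mice are at 36.2 and 34.4 TPM and the polyI:C-pretreated AP mice at 2.17 and 1.92 TPM.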

Among them were the inflammatory cytokine gene *Il1*β, the inflammatory chemokine genes *Cxcl1* and *Cxcl2*, and other genes, such as *Ccl2, Ccr2, C5a1, Mrc1, Ccr5, Hck, Tyrobp, Procr*, and *Fgr*, related to neutrophil recruitment, neutrophil movement, the immune response of neutrophils, and ROS production (Figure 5A). We verified some of the genes we were interested in and further analyzed all the differently expressed genes using IPA software (Figures 5B, 6). 

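In AP against saline mice, 2031 raised and 425 reduced genes had a mean of at least 10 TPM and changed the same way in all 4 pairs of mice. The largest rise among them was that of a protein-coding gene listed as ENSMUSG00000048905 (chromosome 17, 28896392 to 28915324), from 0.275 ± 0.389 TPM in saline mice (SD, n = 2) to 123 ± 33.3 TPM in AP mice, a log2 fold change of 7.39 (standard error 0.38, adjusted p = 6.3e-05 from limma). The claudin gene Cldn4 (chromosome 5, 134945119 to 134946934) rose from 15.7 ± 7.72 to 2286 ± 355 TPM, by 7.22 on the log2 scale (adjusted p = 3.5e-05), and polyI:C left it at -0.16 against AP mice (adjusted p = 0.88). The microRNA gene Mir7688 (chromosome 10, 93433107 to 93433162) followed with 6.70 (adjusted p = 0.00058). The largest falls were those of the small nucleolar RNA gene Gm25428 (chromosome 8, 123471384 to 123471497) with -6.55, of Mir6902 (chromosome 1, 93346092 to 93346155) with -5.89 and of Gm11037 (chromosome 2, 131133497 to 131134215) with -5.69, each listed at 0 TPM in both AP mice. These 4 genes have annotated exon lengths of 56, 114, 64 and 60 bases, so a few reads give a high TPM. Mir6902 lies inside Ppp1r7, whose log2 fold change was 0.03, and Gm11037 lies inside Hspa12b, with -0.39.

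Among the genes lowered by polyI:C against AP mice, 45 met the same conditions. The chitinase-like gene Chil3 (chromosome 3, 106147554 to 106167564) had the largest fall, from 315 ± 83.2 TPM in AP mice to 6.31 ± 0.594 TPM, a log2 fold change of -5.51 (standard error 0.39, adjusted p = 0.0037). Of its stretches of 100 bases, 4.93% are shared with another gene, mainly Chil4. The chemokine receptor genes Ccr2 and Ccr1 came next. Ccr1 (chromosome 9, 123962124 to 123968692) went from 44.8 ± 3.90 to 2.74 ± 0.0634 TPM (log2 fold change -3.804, adjusted p = 0.0048).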

Key pathways and related genes that facilitated AP progression and were suppressed by polyI:C are shown in heatmaps (Figure 6).

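The 6 heatmaps of Fig. 6B show 13 different genes, all with values here. All 13 were higher in both AP mice than in both saline mice and lower in both polyI:C-pretreated AP mice than in both AP mice. The authors chose these genes from their RNA-sequencing as suppressed by polyI:C, so this direction is no separate test. The median log2 fold change of the 13 genes was 2.95 in AP against saline mice and -2.43 in polyI:C-pretreated AP against AP mice. The threshold was passed by 13 genes in the first comparison, 7 in the second and, at an unadjusted p, 12 in the second. Among the genes for neutrophil recruitment, 4 of 6 passed in both comparisons, with a median of -2.78 for polyI:C. Neutrophil movement had 5 of 9 genes past the threshold and chemotaxis of neutrophils 2 of 5, both with a median of -1.94. The genes for the immune response of neutrophils had 1 of 5 past the threshold and a median of -1.56. Production of ROS had 3 of 7 genes past the threshold, and production of superoxide 1 of 4 with a median of -2.18. The heatmaps share genes, so their medians are not independent.

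The lysozyme gene Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) had the highest expression, at 376 ± 96.7 TPM in saline mice (SD, n = 2), 2004 ± 160 TPM in AP mice and 161 ± 59.7 TPM with polyI:C. Its log2 fold changes were 2.44 (adjusted p = 0.00077 from limma) and -3.68 (standard error 0.27, adjusted p = 0.0044), and 1.97% of its 100-base stretches are shared with other genes, mainly Lyz1. The adhesion molecule gene Icam1 (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) was lowered least, from 19.3 ± 3.04 to 9.48 ± 1.34 TPM (log2 fold change -0.99, adjusted p = 0.092). The transcription factor gene Spi1 (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756) changed by 2.44 in AP mice and by -1.94 with polyI:C (adjusted p = 0.0021 and 0.065). Plaur (ENSMUSG00000046223, chromosome 7, 24462484 to 24475968) changed by 2.28 and -1.26 (adjusted p = 0.0022 and 0.15). The pathway analysis itself was not repeated here. The paper ran its pathway analysis on all differentially expressed genes. Its heatmaps show genes of neutrophil and ROS pathways that were suppressed by polyI:C. The paper states that polyI:C suppresses ROS production and neutrophil functions (Fig. 6).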

**Figure 5:**
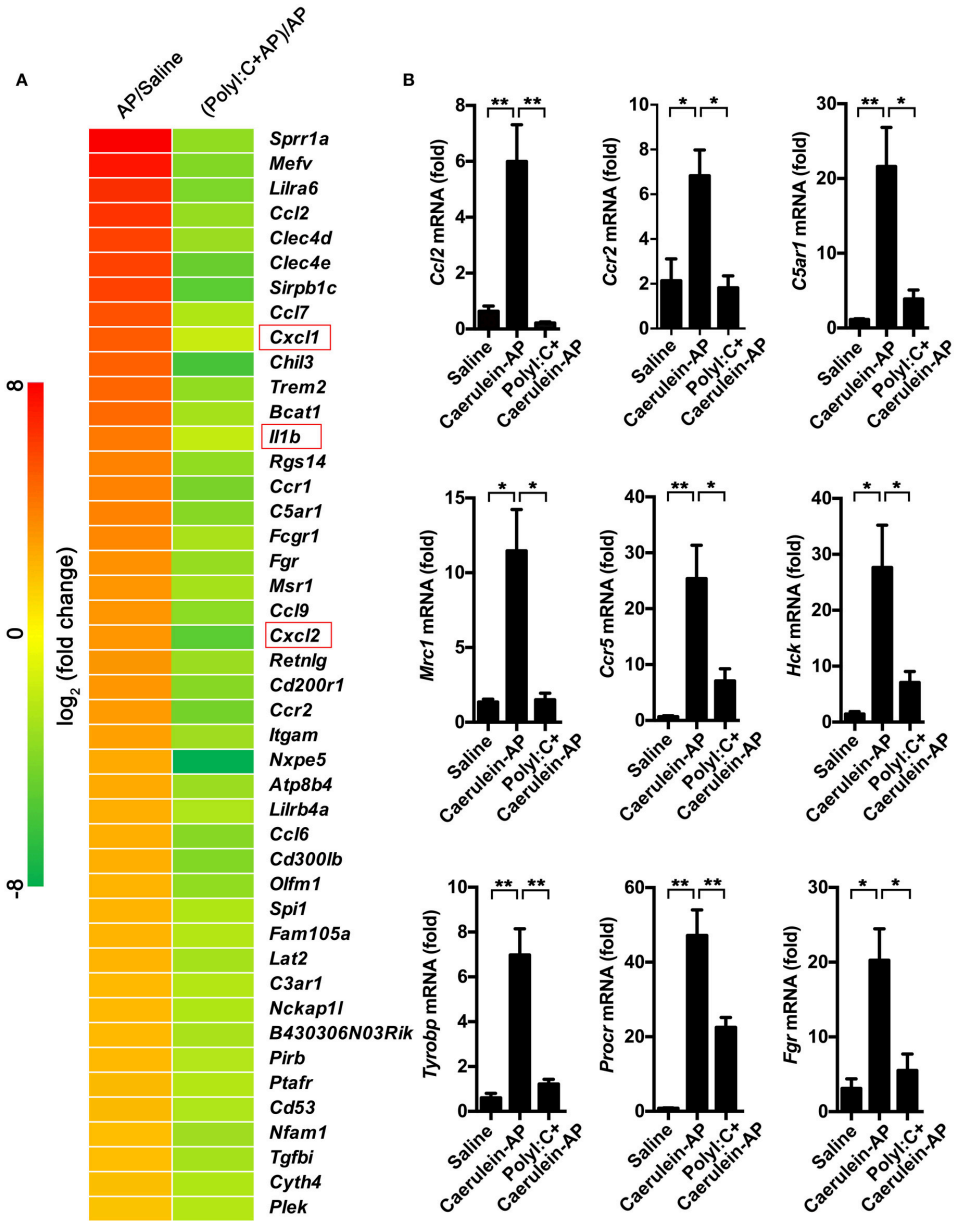
PolyI:C suppresses multiple genes related to the progression of AP. **(A)** Gene expression profiles of the pancreases from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice were detected by RNA-Seq. Top polyI:C-suppressed and caerulein-inducible DEGs (differentially expressed genes) are shown in the heatmap. **(B)** Samples are treated as described in **(A)**, and mRNA expression level of the genes related to the progression of AP such as *Ccl2, Ccr2, C5ar1, Mrc1, Ccr5, Hck, Tyrobp, Procr*, and *Fgr* were verified by qPCR. Data of **(A)** are representative of three independent experiments. Data of **(B)** are shown as mean ± SEM (*n* = 3). ^*^p < 0.05, ^**^p < 0.01, one-way ANOVA test.

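Of the 44 genes in the heatmap of Fig. 5A, 43 were analysed here. Fam105a is listed under its annotated symbol Otulinl, and Lilrb4a was not analysed here. All 43 genes were raised at least 2-fold in AP against saline mice and lowered at least 2-fold in polyI:C-pretreated AP against AP mice, and each moved the same way in all 4 pairs of mice of both comparisons. The authors chose the genes of this heatmap for that pattern, so their direction is no separate test of it. The log2 fold changes in AP mice ran from 1.33 (Cxcl2) to 6.45 (Sprr1a), with a median of 2.74. With polyI:C, Chil3 fell most and Il1b least, and the median was -2.30. In polyI:C-pretreated AP against saline mice the median was 0.42, and 8 genes remained at least 2-fold above the saline mice, with Ccl7 the highest at 3.81 (adjusted p = 0.0031 from limma).

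A mean of 1 TPM was reached by 37 of the genes. All 37 passed the threshold in AP against saline mice, and 21 of them also passed it with polyI:C, or 36 without correction for multiple tests. Sprr1a (chromosome 3, 92483952 to 92485895) was listed at 0 TPM in both saline mice and reached 62.7 and 29.9 TPM in the AP mice, and 4.81 ± 0.111 TPM (SD, n = 2) with polyI:C. Its log2 fold changes were 6.45 (standard error 0.40, adjusted p = 0.00011) and -3.04 (adjusted p = 0.027). The scavenger receptor gene Msr1 (chromosome 8, 39581685 to 39642673) had one of the smaller standard errors, 0.16, with values of 2.78 ± 0.330, 37.0 ± 1.52 and 6.64 ± 1.07 TPM in the saline, AP and polyI:C-pretreated AP mice. It changed by 3.52 (adjusted p = 4.2e-05) and -2.40 (adjusted p = 0.0037). Ccl6 (chromosome 11, 83587882 to 83593087) was at 54.4 and 8.56 TPM in the 2 saline mice. Its fall of -3.46 had a standard error of 0.72 and an adjusted p of 0.087.

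Some of these genes share sequence with a near-identical gene, so reads could not always be assigned to them alone. The share of 100-base stretches found in another gene is 64.3% for Itgam, 31.0% for Sirpb1c, 20.7% for Pirb and 11.9% for Lilra6, and the values of these genes are uncertain to that extent.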

**Figure 6:**
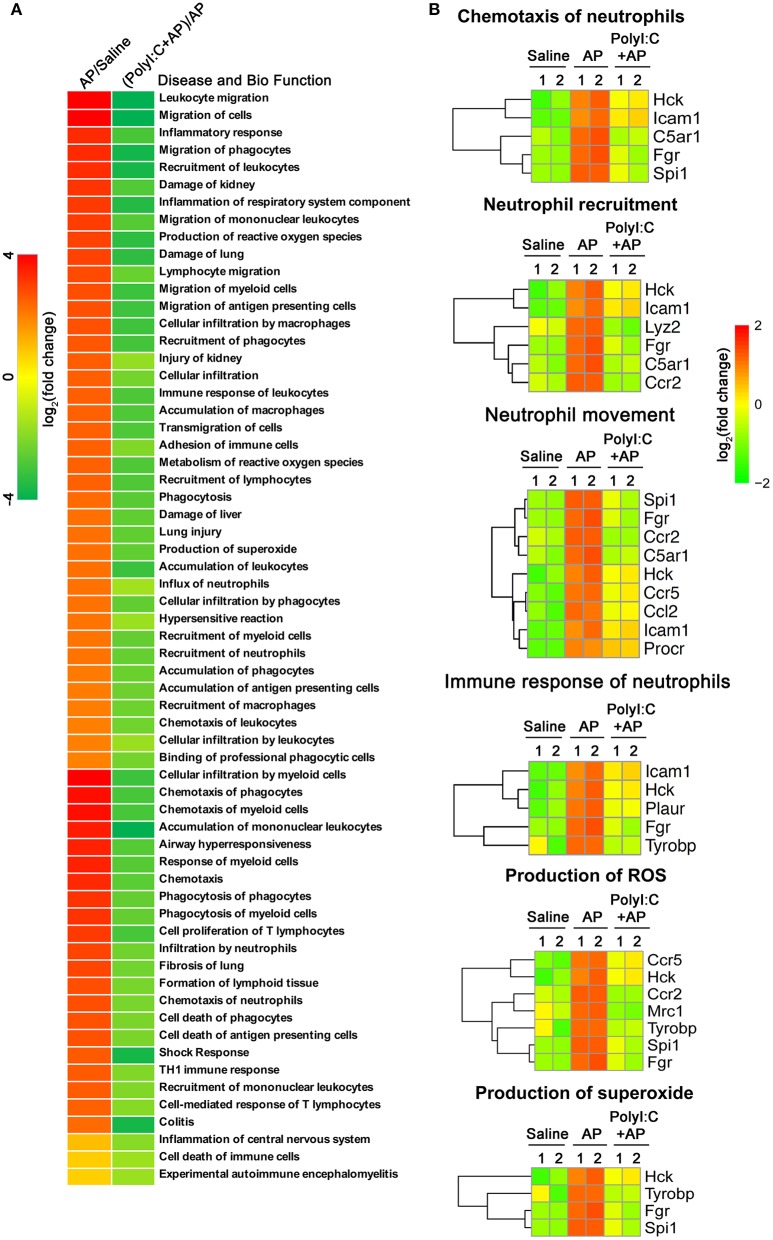
PolyI:C suppresses ROS production and neutrophil functions. **(A)** Gene expression profile of the pancreases from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice was detected by RNA-Seq. DEGs were analyzed by the IPA and GO, and clustered into the pathways related to the disease and bio functions. **(B)** Genes related to the six pathways on ROS production and neutrophil functions are shown.

In summary, our study has shown that polyI:C triggers IFN-β production by activating the master transcription factor IRF3, and IFN-β inhibits neutrophil infiltration, thus, alleviating AP symptoms such as edema, release of amylase and lipase, generation of ROS, and the induction of inflammatory genes by activating downstream IFNAR signaling (Figure 7).

**Figure 7:**
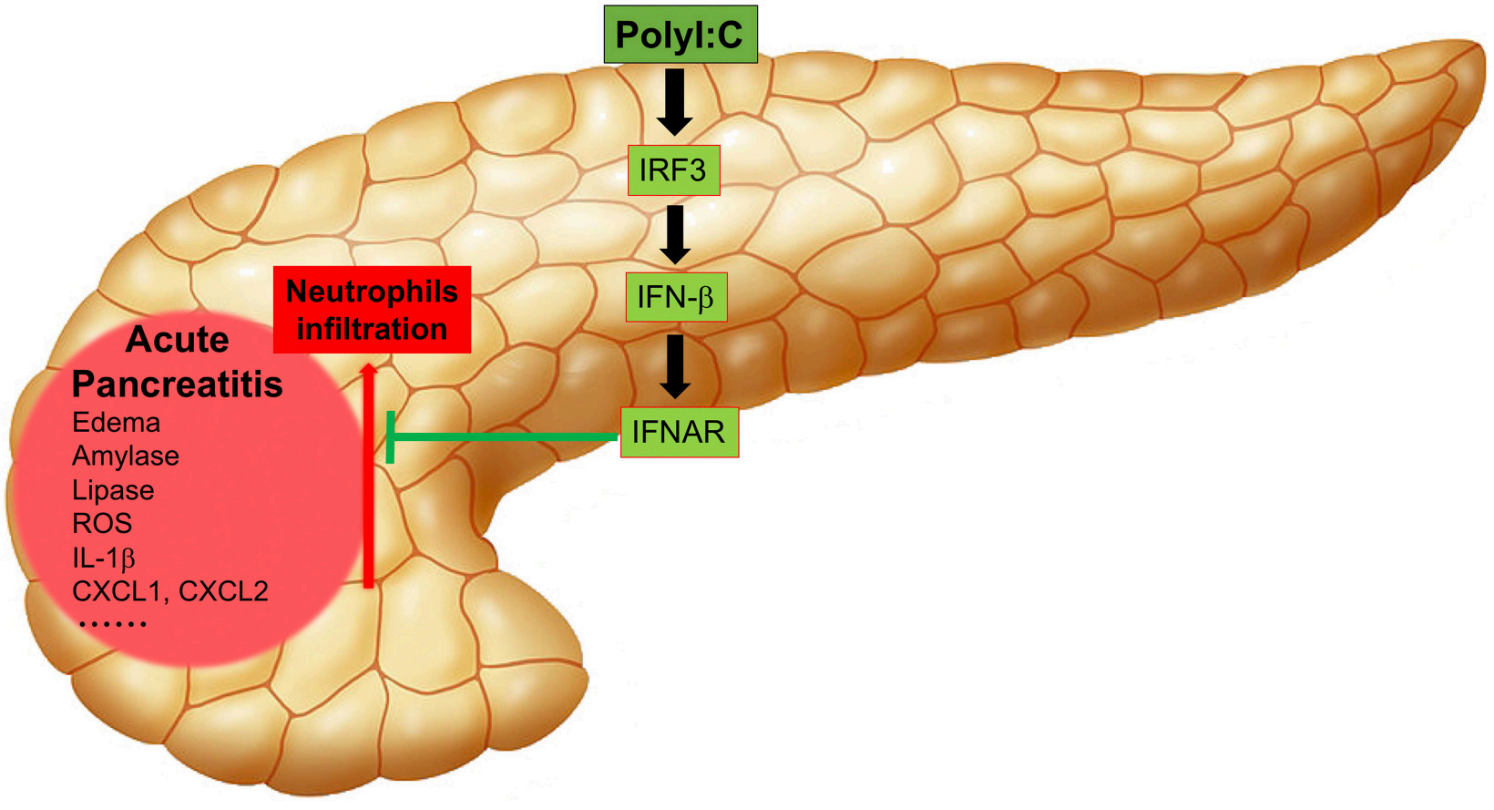
Working model of polyI:C-mediated protection on pancreases from inflammatory injuries. PolyI:C triggers the IFN-β production by activating the master transcription factor IRF3, and IFN-β inhibits neutrophil infiltration, and thus alleviates the AP symptoms such as edema, release of amylase and lipase, production of ROS, expression of the inflammatory genes by activating the downstream IFNAR signaling.

## Discussion

It has been well-established that type I IFN has a protective effect against viral infections by activating IFNAR downstream signaling and inducing IFN-stimulated genes (ISGs) (26). However, it is debated whether type I IFN plays beneficial or detrimental roles in inflammatory diseases (22). Unlike other TLRs such as TLR2, TLR4, and TLR9 usually promote inflammation (24), and TLR3 seems to act as the “peacemaker” in the maintenance of a healthy internal environment. It has been shown that TLR3 or TLR7 sense viral infection in the gut and trigger the production of IFN-β that dampens DSS-induced experimental colitis (27). Here, we have described an anti-inflammatory role of TLR3 in AP. We have found that pretreatment with TLR3 ligand polyI:C protects the caerulein-induced AP mice in an IFN-β/IFNAR-dependent manner.

Compared to the recombinant type I IFN, viral dsRNA mimic polyI:C is much more stable, easier to deliver, and has a lower cost. The use of TLR3 agonists as immunotherapeutic agents has been employed in cancer therapy to induce tumor cell apoptosis in type I IFN-dependent and independent pathways (28, 29). Pretreatment of polyI:C is very effective in preventing caerulein-induced AP and L-arginine-induced AP. In addition, polyI:C is safe for use in mice pancreases according to the non-pathogenic saline-injected mouse model. Given the efficacy and safety of polyI:C in protecting AP mice, it has shown the great potential of the application of TLR3 agonists to prevent AP.

In the AP models we used in this study, IFN-β was found to be responsible for most of the preventive effects of polyI:C on AP, whereas IFN-α seems to play a minor role in this process. Type I IFN is secreted from macrophages during AP progression, and IFN-β is predominantly secreted from macrophages, endothelial cells, and epithelial cells (30). Large amounts of IFN-α protein is produced by plasmacytoid dendritic cells under certain conditions (26). IFN-β is primarily produced during AP and induces the secondary wave of IFN-α via the well-established type I IFN positive feedback regulation loop (16–18). Most IFN-α genes are ISGs (31). Both IFN-β and IFN-α activate downstream signaling via the same receptor, IFNAR. However, the affinities of IFN-β and IFN-α for the receptor are different. IFN-β and IFN-α also induce the expression of different genes, which are expressed in macrophages stimulated with the same concentration of IFN-β and IFN-α (32, 33). In this study, we identified that IFN-β-induced genes play key roles in preventing AP.

Between 8 h and at least 1-h pretreatment of polyI:C before infection with caerulein or L-arginine is required for effective prevention of AP in the experimental mouse models. PolyI:C did not exert a good therapeutic effect on AP mice if polyI:C is injected post AP induction, since it takes over 6 h for polyI:C to induce the production of type I IFN. However, the level of serum amylase in human AP patients usually reaches its peak at around 48 h and returns to normal levels over the next 5–7 days (34), which is a much wider time window to administer polyI:C to human AP patients. Therefore, it is possible to use TLR3 agonists such as polyI:C as novel AP therapeutic agents if we treat AP patients with polyI:C at the early stages of disease.

It has previously been reported that polyI:C treatment significantly decreases mortality and liver injury caused by injection of LPS in the presence of D-GalN (14). PolyI:C also shows therapeutic effect against cerebral ischemia/reperfusion injury through the downregulation of TLR4 signaling (35). However, our results show that polyI:C protects *Tlr4*^−/−^ AP mice from pancreatic injury and inhibits the induction of amylase and lipase, although it is most effective in WT mice. In addition to IFN-β and downstream IFNAR signaling, it is possible that other polyI:C-responsive genes such as TLR4 also partially mediate the preventive effect of polyI:C on AP. Our future studies will aim to identify the ISGs stimulated by polyI:C that prevent AP.

PolyI:C treatment inhibited the induction of the inflammatory cytokine IL-1β as well as the chemokine genes including CXCL1 and CXCL2 in pancreases from AP mice. The infiltration of neutrophils but not of macrophages to the injured pancreases of AP mice was suppressed. In addition, a lower production of ROS was detected in both the acinar cell line and the injured pancreases of AP mice pretreated with polyI:C. This is consistent with the reduced induction of anti-oxidant protein HO-1 during AP progression. HO-1 usually acts as a protective effector to clear the elevated ROS in inflammatory cells (36). Suppressed generation of ROS by polyI:C leads to a weak induction of HO-1, which suggests polyI:C-triggered type I IFN production protects acinar cells and mice pancreases in a HO-1-independent manner. Pretreatment with polyI:C enhanced the induction of HO-1 protein production in pancreases from *Ifnb*^−/−^ and *Ifnar1*^−/−^ AP mice. This is consistent with the results that polyI:C did not protect the *Ifnb*^−/−^ and *Ifnar1*^−/−^ AP mice. ROS drives cytochrome C release, leading to ATP-dependent caspase activation and apoptosis which occurs in many cell types (37). Thus, there is a need to identify strategies to clear accumulated ROS during oxidative stress in AP. For example, type III IFN member IFN-λ regulated the activation of AKT in a non-translational manner independent of the STAT pathway to diminish ROS production (10). We have outlined a novel HO-1 independent pathway to clear ROS using type I IFN during AP progression.

AP is characterized by the activation of exocrine zymogen granules, which contain digestive enzymes (38), the infiltration of macrophage and neutrophils (39), and necrosis or apoptosis of pancreatic cells (40). Despite damaged primary pancreatic acinar cells, neutrophils isolated from patients with pancreatitis produce ROS to a greater extent (8, 41). Crosstalk among damaged cells, neutrophils, and ROS appears to synergistically promote the process of pancreatitis. According to the transcriptomic profiles of polyI:C-induced genes, we found that these genes were involved in the recruitment of inflammatory cells, production of ROS, and regulation of the inflammatory response. 

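Of the genes that polyI:C pretreatment raised past the threshold against AP mice, 24 were also raised in AP against saline mice and 21 passed the threshold in neither direction there, with the remaining genes reduced. Of the genes raised by polyI:C, 11 belong to a list of 30 interferon-stimulated genes. The largest rise among the 59 genes with a mean of at least 10 TPM and the same direction in all 4 pairs of mice was that of Gzma (ENSMUSG00000023132, chromosome 13 of GRCm38, 113093825 to 113100981), which encodes a granzyme. It was at 26.9 and 47.0 TPM in the 2 polyI:C-pretreated AP mice and was listed at 0 TPM in the other 4 mice. Its log2 fold change was 6.17 (standard error 0.37, adjusted p = 0.0037 from limma). The interferon-induced gene Ifi27l2b (ENSMUSG00000021208, chromosome 12, 103450898 to 103457223) rose from 14.7 ± 8.01 TPM (SD, n = 2) to 307 ± 138 TPM, by 4.37 (standard error 0.56, adjusted p = 0.025). The interferon regulatory factor gene Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) rose from 4.64 ± 2.11 to 79.1 ± 0.159 TPM, by 4.01 (standard error 0.28, adjusted p = 0.0037). Irf7 was already raised in AP against saline mice, by 2.00 on the log2 scale.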

PolyI:C attenuated the positive feedback regulatory loop between ROS and proinflammatory cytokines in AP.

Inflammation occurring in the pancreas triggers multiple processes by recruiting inflammatory neutrophils and increasing ROS production, which leads to a homeostatic imbalance and sequentially promotes increasingly severe inflammatory injury. Regarding the protective role of polyI:C in preventing AP, TLR3 agonists are promising therapeutic agents to safely and effectively prevent AP at the early stages of pancreatitis.

## Ethics Statement

All animal procedures were approved by the Institutional Animal Care and Use Committee of Suzhou Institute of Systems Medicine.

## Author Contributions

FM and MZ conceived the idea. FM and CH designed the experiments. CH, SC, TZ, DL, ZH, JH, YQ, and BC finished all the experiments and data analysis. FM and CH wrote the manuscript. All authors contributed to the interpretation of the experiments, critically reviewed the manuscript, and gave the final approval of the manuscript submission.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: TLR3 Ligand PolyI:C Prevents Acute Pancreatitis Through the Interferon-β/Interferon-α/β Receptor Signaling Pathway in a Caerulein-Induced Pancreatitis Mouse Model
**Source:** Front Immunol. 2019 May 3;10:980. doi: 10.3389/fimmu.2019.00980
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Figures and Tables**

**
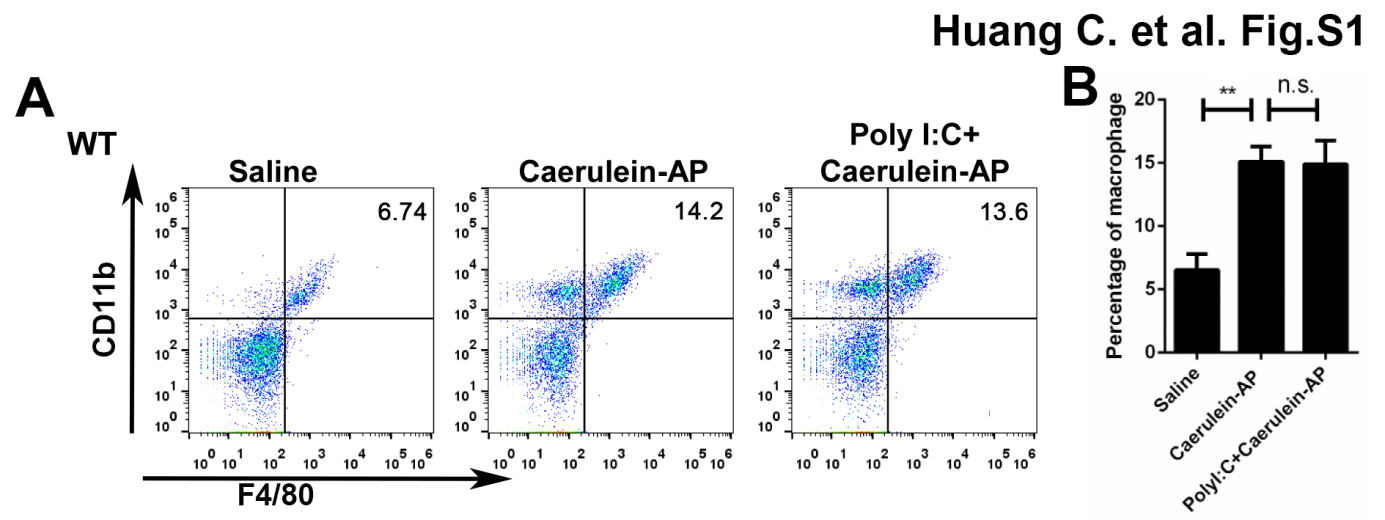
Supplementary Figures**

**Supplementary Figure 1.** **PolyI:C does not affect macrophage infiltration in the caerulein-induced AP mice. (A)** Flow cytometry detection of the infiltrated macrophages in the pancreas from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice. CD11b^+^F4/80^+^ cells were considered as macrophages. Data are representative of three independent experiments. **(B)** The percentage of macrophages from indicated groups was calculated and compared. Data are shown as mean ± SEM from three independent experiments. ***p*<0.01, n.s.: not significant, one-way ANOVA test.

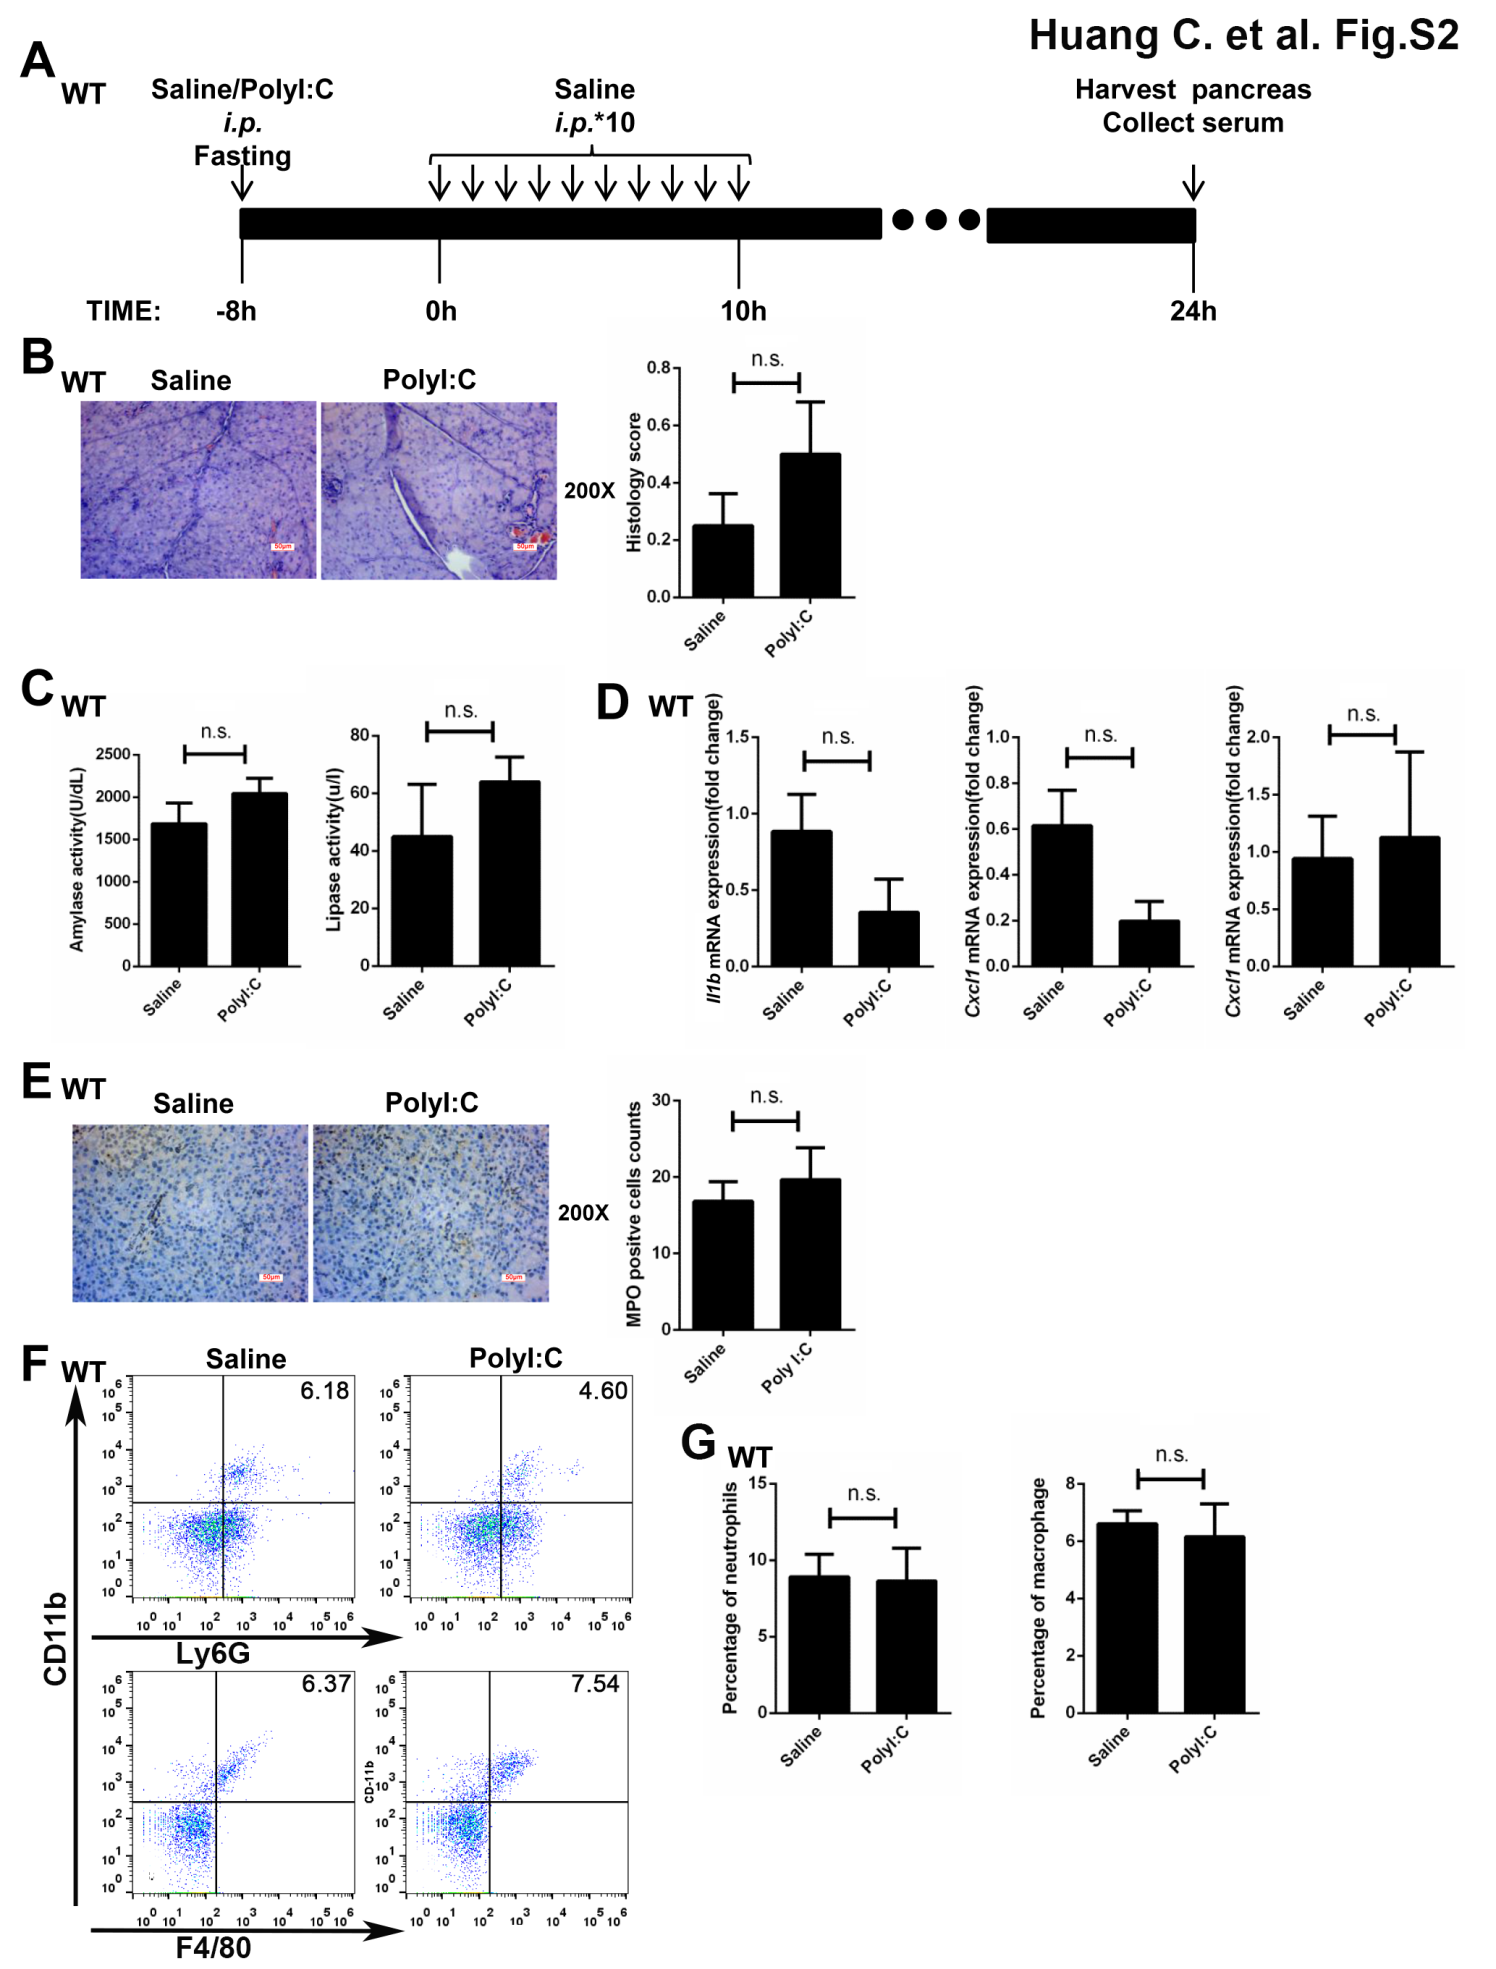

**Supplementary Figure 2.** **PolyI:C administration alone is safe. (A)** Mice were administrated intraperitoneally with saline or polyI:C (10 mg/kg) 8 h prior to 10 hourly injections of saline. **(B)** Histology of pancreatic sections from saline injected mice treated with saline or polyI:C; H&E staining, 200X magnification. Histology scores of pancreatitis were evaluated and compared after observing five separate fields, data are shown as mean ± SD (n=5) from one representative experiment. **(C)** Activities of the serum amylase (left) and lipase (right) from saline or polyI:C pretreated WT mice were compared via enzymatic methods. **(D)** mRNA expression levels of *Il1b*, *Cxcl1*, and *Cxcl2* genes in the pancreatic tissue from saline or polyI:C pretreated WT mice were detected by RT-qPCR and normalized to *Rpl32*. **(E)** Neutrophil infiltrations in the pancreases from saline or polyI:C pretreated WT mice were measured and compared by MPO staining. 200X magnification (left panel). MPO^+^ cells were counted and compared after observing five separate fields (right panel), data are shown as mean ± SD (n=5) from one representative experiment. **(F)** Neutrophils and macrophages in the pancreases from saline or polyI:C pretreated WT mice were analyzed by flow cytometry. CD11b^+^Ly6G^+^ cells were considered as neutrophils, and CD11b^+^F4/80^+^ cells were considered as macrophages. **(G)** The percentage of neutrophils (left panel) and macrophages (right panel) from indicated groups were calculated and compared. Data of **(B)**, **(E)**, and **(F)** are representative of three independent experiments. Data of **(C)**, **(D)**, and **(F)** are shown as mean ± SEM from at least three independent experiments. n.s.: not significant, unpaired student *t* test.

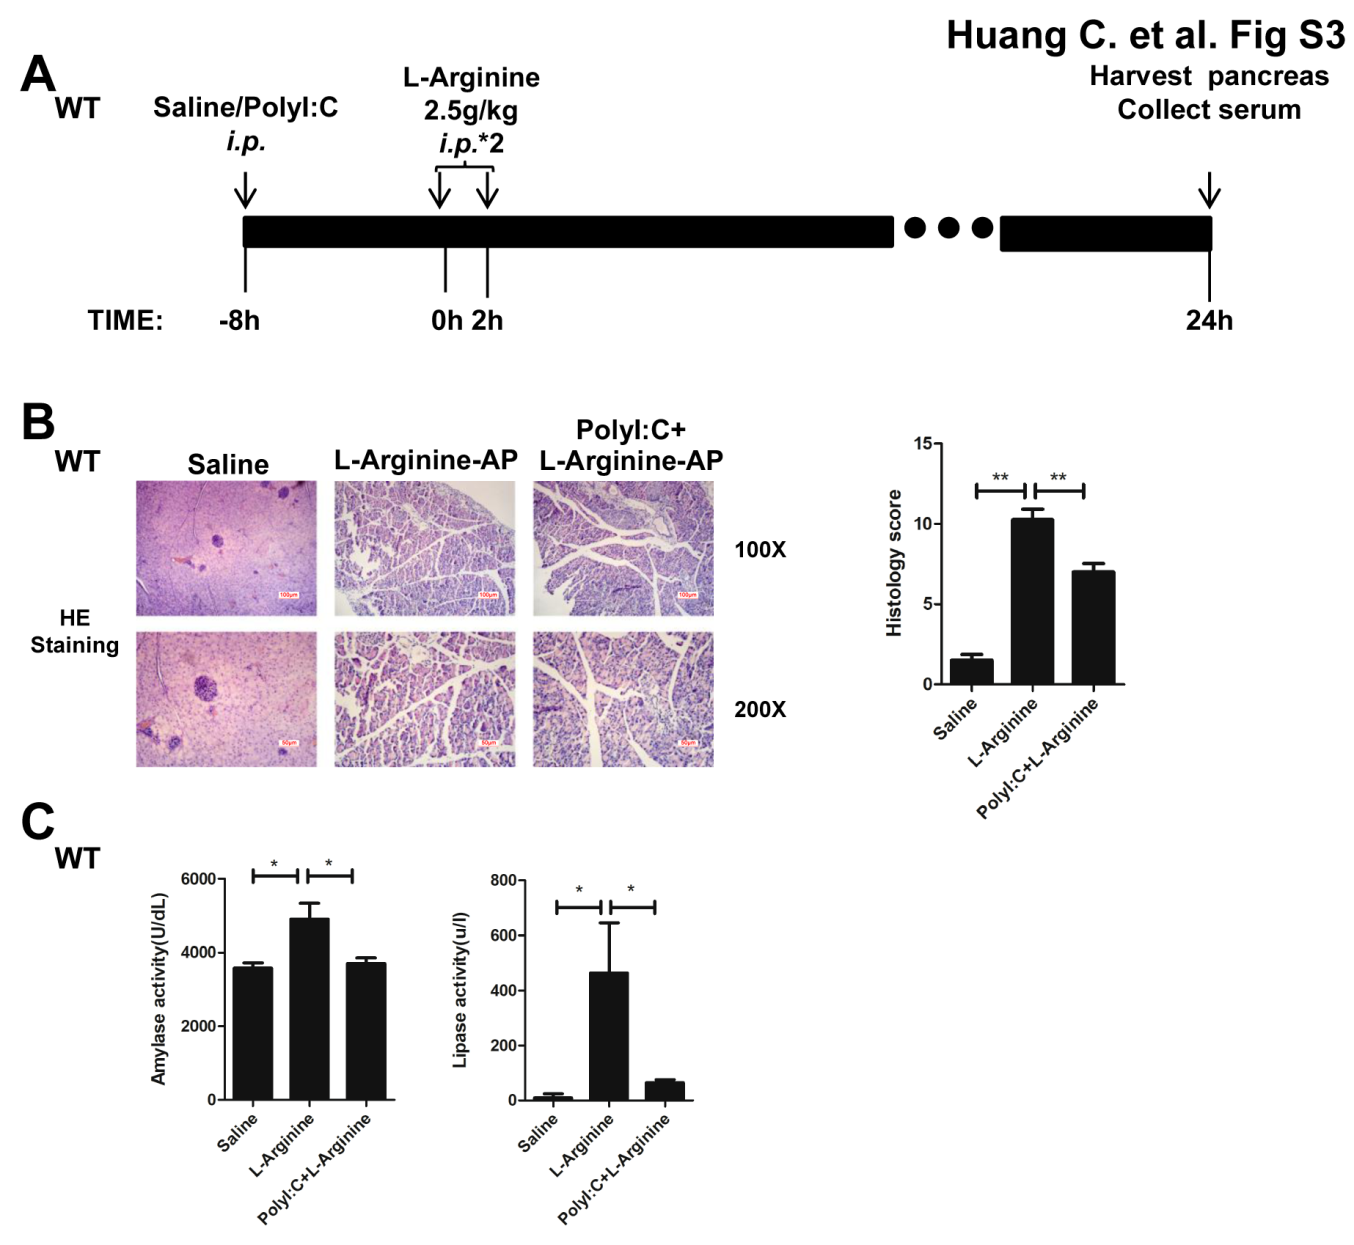

**Supplementary Figure 3.** **PolyI:C prevents L-arginine-induced AP in mice.** **(A)** Schematic diagram of the L-Arginine-induced experimental AP mouse model. Saline or polyI:C (10 mg/kg) was intraperitoneally administrated 8 h prior to the induction of AP. **(B)** Histopathological examination of the effect of polyI:C on L-Arginine-induced experimental AP WT mouse models by H&E staining. Top panel: 100X magnification; bottom panel: 200X magnification. **(C)** Histology scores of pancreatitis were evaluated and compared after observing five separate fields; data are shown as mean ± SD (n=5) from one representative experiment. **(D)** and **(E)** Activities of the serum amylase (**D**) and lipase (**E**) from Saline, L-Arginine-AP, and PolyI:C+L-arginine-AP WT mice were compared via enzymatic methods. Data of **(B)** are representative of three independent experiments. Data of **(D)** and **(E)** are shown as mean ± SEM (n≥3) from at least three independent experiments. **p*<0.05, ***p*<0.01, one-way ANOVA test.

**
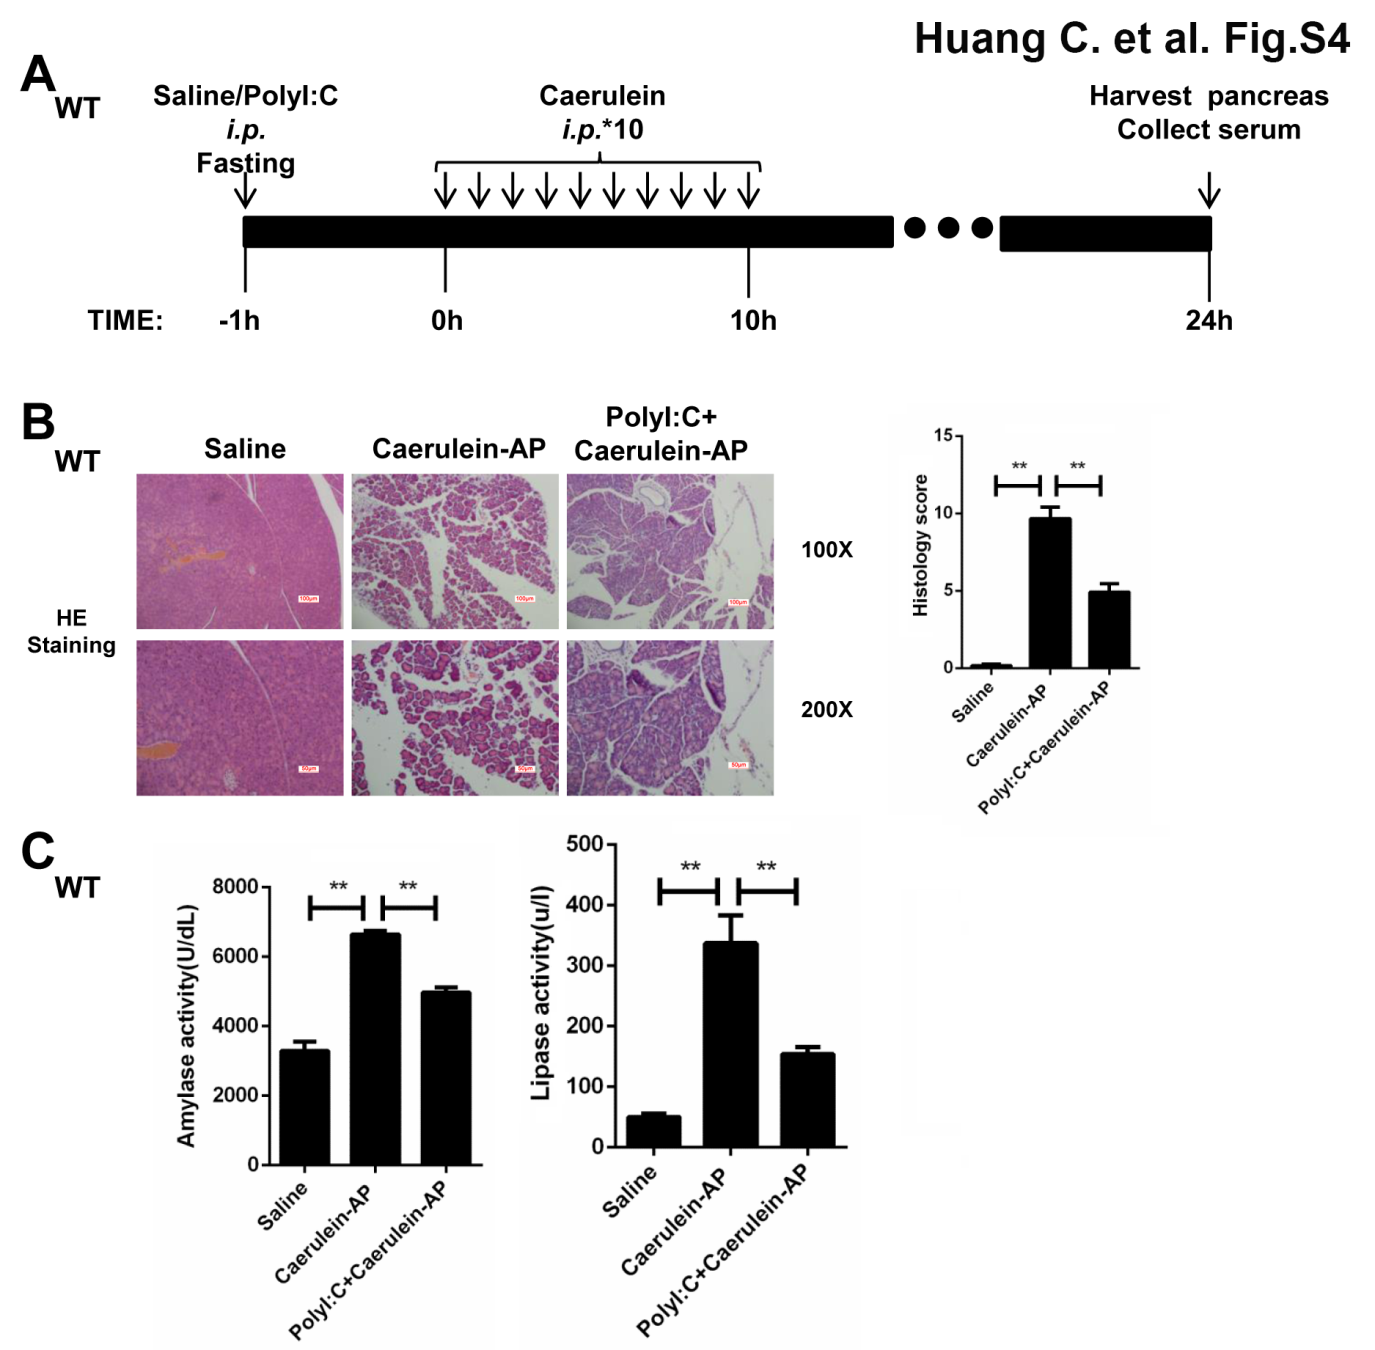
**

**Supplementary Figure 4.** **Short time pretreatment of polyI:C also prevents caerulein-induced AP in mice.** **(A)** Schematic diagram of the caerulein-induced experimental AP mouse model with 1 h pretreatment of polyI:C. **(B)** Histological examination of the effect of polyI:C (10 mg/kg, intraperitoneally administrated 1 h prior to the induction of AP on WT caerulein-induced experimental AP mouse models by H&E staining. Top panel: 100X magnification; bottom panel: 200X magnification. Histology scores of pancreatitis were evaluated and compared after observing five separate fields; data are shown as mean ± SD (n=5) from one representative experiment. **(C)** Activities of the serum amylase (left panel) and lipase (right panel) from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP WT mice were measured via enzymatic methods. Data of **(B)** is representative of three independent experiments. Data of **(C)** are shown as mean ± SEM from at least three independent experiments. ***p*<0.01, one-way ANOVA test.

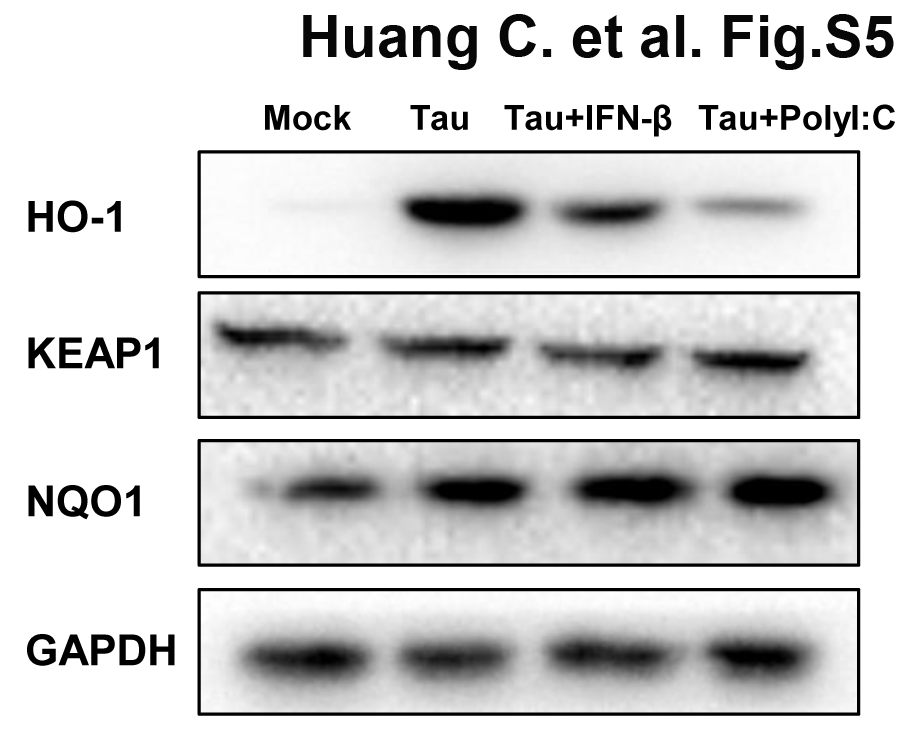

**Supplementary Figure 5. Anti-oxidant protein HO-1 is an indicator of the protective effect of polyI:C in the taurocholate-induced pancreatic acinar cell injury model.** 266-6 cells were stimulated with 0.5 mM taurocholate in the absence or presence of IFN-β (200 U/ml) or polyI:C (1 μg/ml), 24 h later, anti-oxidant protein levels **(**HO-1 KEAP1, NQO1) in the cells were measured by Western blotting, GAPDH was shown as a loading control. Data are representative of three independent experiments.

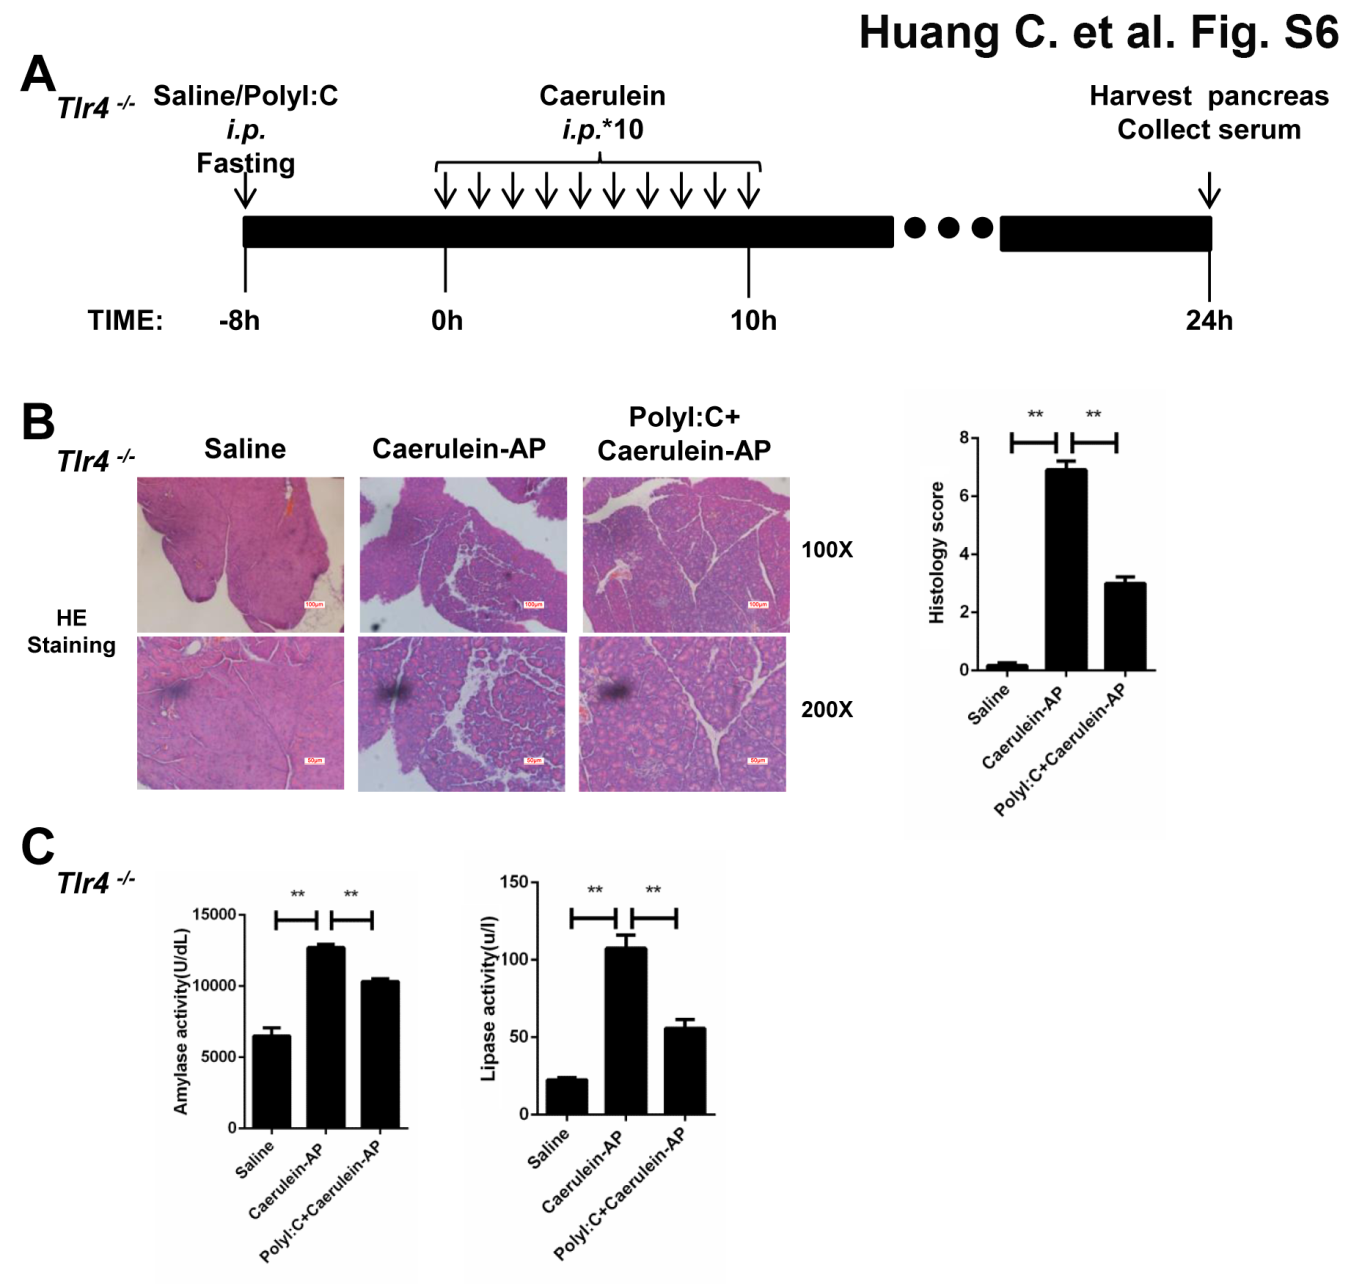

## Supplementary Figure 6. Knockout of *Tlr4* does not abolish the protective effects of polyI:C on the caerulein-induced AP mouse model. (A) Schematic diagram of the caerulein-induced experimental AP mouse model. Saline or polyI:C (10 mg/kg) was intraperitoneally administrated 8 h prior to the induction of AP in *Tlr4^-/-^* mice. (B) Histopathological examination of the effect of polyI:C on *Tlr4^-/-^* caerulein-induced experimental AP mouse models by H&E staining. Top panel: 100X magnification; bottom panel: H&E staining, 200X magnification. Histology scores of pancreatitis were evaluated and compared after observing five separate fields; data are shown as mean ± SD (n=5) from one representative experiment. (C) Activities of the serum amylase (left panel) and lipase (right panel) from Saline, Caerulein-AP, and PolyI:C+Caerulein-AP *Tlr4^-/-^* mice were compared via enzymatic methods. Data of (B) are representative of three independent experiments. Data of (C) are shown as mean ± SEM from at least three independent experiments. ***p*<0.01, one-way ANOVA test.

## Supplementary Tables

## Supplementary Table 1. Sequences of the primers used for quantitative real-time PCR.

| Gene | Primer list（5'-->3'） | |  |
| --- | --- | --- | --- |
| *L32* | Forward | GAAGTTCATCAGGCACCAGTC |  |
|  | Reverse | GAGCAATCTCAGCACAGTAAGA |  |
| *Il1b* | Forward | GACAGAACATAAGCCAACAA |  |
|  | Reverse | ACACAGGACAGGTATAGATTC |  |
| *Cxcl1* | Forward | AGACAGTGGCAGGGATTC |  |
|  | Reverse | TTCTTGAGTGTGGCTATGAC |  |
| *Cxcl2* | Forward | GCTCCTCAATGCTGTACT |  |
|  | Reverse | GAGTGGCTATGACTTCTGT |  |
| *Ccl2* | Forward | ATTCTGTGACCATCCCCTCAT |  |
|  | Reverse | TGTATGTGCCTCTGAACCCAC |  |
| *Ccr2* | Forward | ATCCACGGCATACTATCAACATC |  |
|  | Reverse | CAAGGCTCACCATCATCGTAG |  |
| *C5ar1* | Forward | ATGGACCCCATAGATAACAGCA |  |
|  | Reverse | GAGTAGATGATAAGGGCTGCAAC |  |
| *Mrc1* | Forward | CTCTGTTCAGCTATTGGACGC |  |
|  | Reverse | CGGAATTTCTGGGATTCAGCTTC |  |
| *Ccr5* | Forward | TTTTCAAGGGTCAGTTCCGAC |  |
|  | Reverse | GGAAGACCATCATGTTACCCAC |  |
| *Hck* | Forward | TCCTCCGAGATGGAAGCAAG |  |
|  | Reverse | ACAGTGCGACCACAATGGTAT |  |
| *Tyrobp* | Forward | GAGTGACACTTTCCCAAGATGC |  |
|  | Reverse | CCTTGACCTCGGGAGACCA |  |
| *Procr* | Forward | AATGCCTACAACCGGACTCG |  |
|  | Reverse | ACCAGTGATGTGTAAGAGCGA |  |
| *Fgr* | Forward | CGGCTGAAGAACGCTATTACC |  |
|  | Reverse | GGGCGACGAATATGGTCACTC |  |
|  | Reverse | TGTATGTGCCTCTGAACCCAC |  |

**Supplementary Table 2.** Histology scoring of pancreatitis

| **Edema** | **Acinar necrosis** |
| --- | --- |
| 0=absent | 0=absent |
| 0.5=focal expansion of interlobular septae | 0.5=focal occurrence of 1–4 necrotic cells/HPF |
| 1=diﬀuse expansion of interlobular septae | 1=diﬀuse occurrence of 1–4 necrotic cells/HPF |
| 1.5=same as1+focal expansion of interlobular septae | 1.5=same as 1+focal occurrence of 5–10necrotic cells/HPF |
| 2=same as 1+diﬀuse expansion of interlobular septae | 2=diﬀuse occurrence of 5–10 necrotic cells/HPF |
| 2.5=same as2+focal expansion of interacinar septae | 2.5=same as 2+focal occurrence of 11–16 necrotic cells/HPF |
| 3=same as 2+diﬀuse expansion of interacinar septae | 3 conﬂuent necrosis =diﬀuse occurrence of 11–16 necrotic cell~HPF or foci of |
| 3.5=same as 3+focal expansion of intercellular septae | 3.5=same as 3+focal occurrence of >16 necrotic cells/HPF |
| 4=same as3+diﬀuse expansion of intercellular septae | 4=>16 necrotic cells/HPF (extensive conﬂuent necrosis) |
| **Inﬂammation** | **Intrapancreatic hemorrhage** |
| 0=0–1 intralobular or perivascular leucocytes/HPF | 0=absent |
| 0.5=2–5 intralobular or perivascular leucocytes/HPF | 2=Focal occurrence in HPF |
| 1=6–10 intralobular or perivascular leucocytes/HPF | 4=Diﬀuse occurrence |
| 1.5=11–15 intralobular or perivascular leucocytes/HPF |  |
| 2=16–20 intralobular or perivascular leucocytes/HPF |  |
| 2.5=21–25 intralobular or perivascular leucocytes/HPF |  |
| 3=26–30 intralobular or perivascular leucocytes/HPF |  |
| 3.5=more than 30 leucocytes/HPF or focal microabscesses |  |
| 4=more than 35 leucocytes/HPF or conﬂuent microabscesses |  |

How the deposited data were processed for this re-analysis (not part of the article)

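RNA-sequencing of the pancreas was analysed for 2 saline mice, 2 AP mice and 2 polyI:C-pretreated AP mice, all wild-type. The group of each mouse and its replicate number were taken from the sample labels and checked against the paper. The legend of Fig. 5 speaks of 3 independent experiments, while Fig. 6B shows replicates 1 and 2 of each group, and all 6 libraries were used as n = 2 per group. The replicate numbers come from the labels, which do not say that mice with the same number were handled together.

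The authors deposited TPM values per gene and sample. Before that, the authors trimmed the reads with Trimmomatic, mapped them to mm10 with STAR and counted reads per gene with htseq-count, and for their list of differentially expressed genes the authors used DESeq2 with p ≤ 0.05 and a fold change of at least 2. The paper's text does not say whether that p was adjusted. The step from read counts to TPM is not described in the paper's text. The TPM values were used as deposited, without further scaling. Genes are listed by Ensembl identifier, and 22490 of the 22556 identifiers were found in GENCODE M21, from which symbols, types and GRCm38 coordinates were taken (17290 are protein-coding).

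The design written before the data were examined assumed read counts and a count model. As the tables hold TPM, DESeq2 and edgeR were not used, and limma on log2(TPM + 0.5) took their place, with the groups, comparisons and thresholds kept as written. The model had 1 coefficient per group and no other covariate, and all 6 mice shared the estimate of the spread. Tests covered the 16814 genes with a mean of at least 1 TPM. Variances were moderated with a prior that follows log2(mean TPM × exon length + 1), which is close to the number of reads behind a gene. The Benjamini-Hochberg adjustment was made over all tested genes in each comparison.

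The filter and the form of the prior were chosen on simulated data, after a first fit to the measured values had been seen. That first fit had a prior following the mean TPM and kept genes with at least 0.5 TPM in 2 samples. It gave 3080 genes up and 708 down in AP against saline mice, 16 up and 14 down in polyI:C-pretreated AP against AP mice, and 12 genes induced in AP mice and suppressed by polyI:C. In simulated reads with 200 genes changed 4-fold and a dispersion of 0.05, the first fit recovered 69 of the 200 genes with 67 false calls among 19238 tested genes. The setting used here recovered 165 of 200 (82.5%) with 11 false calls among 16632 tested genes. Voom on the simulated reads, with the depth of each library known, recovered 173 of 200 (86.5%) with 9 false calls among the same number of genes, and for the measured TPM, where the depth is an estimate, it is given as an alternative. Of 100 genes raised in a simulated group and lowered again in the next, 83 were recovered in both comparisons with no false call. The changed genes were drawn from those with a mean of at least 5 TPM. Every simulated gene had the same dispersion, so its spread depended on its reads alone. The chosen prior follows the reads, so the simulation favours it and cannot show which setting suits the measured values.

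Estimates of the reads on the listed genes of each library came from the spacing of low TPM values. With gene lengths shuffled between genes, between 17.4% and 18.6% of the low values of a library fell near whole multiples of the step, against 50.5% to 61.9% with the true lengths. The estimates ranged from 3297094 reads in a saline mouse to 10853100 in a polyI:C-pretreated AP mouse. They were used for the alternative with voom, for a minimum of 10 reads in every sample, and for thinning each library to the smallest. The smallest step, 1 read, is worth more TPM in the saline mice than in the other groups, so low genes are measured least precisely there.

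The genes named in the text follow a rule written beforehand. They are the 12 genes named in the results text, the genes of Figs. 5A and 6B, genes of the marker lists where a list is reported, and for each of the comparisons AP against saline and polyI:C-pretreated AP against AP the 3 largest rises and the 3 largest falls. For the latter, a gene had to pass the threshold, reach a mean of at least 10 over the 6 samples (in TPM, where the rule as written named normalized counts) and change the same way in all 4 pairs of mice. A few further genes are named in the closing section as members of the sets reported there. Gene lists for cell types and pathways were written by hand at the same time and tested with limma's fry, with Benjamini-Hochberg adjustment over the 20 tests of 10 lists in 2 comparisons. Genes of Figs. 5A and 6B were left out of the lists. A list was used when at least 80% of its genes had values, and the acinar list was left out because 8 of its 26 genes (30.8%) had values.

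Alternatives were other pseudocounts, filters, scalings, priors and tests, the replicate number as a block, and leaving out each mouse in turn. Regrouping of the samples was not used, because groups of 2 mice leave too few splits. Primer sequences were matched to M21 transcripts, and the sequence a gene shares with others was counted over its stretches of 100 bases. The pathway analysis of Fig. 6A was not repeated, and samples of knockout mice and of cultured cells were not analysed here. Values of a few single genes are not reported here. The tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.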

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

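The tests of depth, of abundant genes and of GC content and length for the interferon-stimulated genes, and the test of noise for the genes restored by polyI:C, were chosen only after those results were seen, while the tests of an interferon response and of sample labels were set before the data were examined.

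Interferon-stimulated genes rose in the polyI:C-pretreated AP mice, and the paper does not report them among the RNA-sequencing results. The list of 30 genes, 29 with values, had a median log2 fold change of 1.95 against AP mice, with 28 of 29 genes up and 27 of them higher in all 4 pairs of mice (adjusted p = 0.025 from limma's fry over 20 tests). Against saline mice the median was 3.75, with all 29 genes up, from 1.07 to 6.01. AP mice without polyI:C already showed a median of 1.605 against saline mice, with 29 of 29 genes up. The adjusted p for polyI:C against AP mice rose to 0.396 with camera, which tests a list against all other genes. With the replicate number as a block it rose to 0.090, both with the same median. Camera gave the same adjusted p of 0.396 for the neutrophil, macrophage and NADPH oxidase lists, so it did not separate these lists. The result is therefore past the threshold only under part of the tests that were run.

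A few technical explanations were tested for this rise. With every library thinned to the smallest, the median was 1.885, so the difference in depth between groups did not account for it. Without the genes above 1% of a library it was 1.93, and removing a smooth trend of GC content and gene length took the median of the 28 genes with a value from 2.00 to 1.96. Both corrections moved the list little, so they show only that these factors are small in this comparison. A mislabelled sample was looked for with sex-linked genes. The lowest value of a Y-linked gene in any sample was 9.42 TPM and the highest value of Xist was 0.256 TPM, as for male mice throughout, although this test cannot show an exchange between groups of male mice. Sequence shared with other genes is 40.9% for Oas1a and 31.7% for Ifit3, and its effect on the list was not tested. The labels place all libraries in the same lane, but when the libraries were prepared is not stated there. The median of all tested genes in this comparison was 0.04, against 1.95 for the list. These values argue against a batch difference that raised genes in general. The rise cannot be told apart from a batch difference limited to part of the genes. A response to polyI:C that was still present when the pancreas was taken is a candidate explanation. Its test was the median of the same list, 1.95. That value restates the rise and does not separate such a response from a batch difference limited to part of the genes. This remains a hypothesis, since no list measured the time course.

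Gzma was listed at 0 TPM in the saline and AP mice and had a mean of 37.0 TPM in the polyI:C-pretreated AP mice (26.9 and 47.0 TPM). In the estimates of depth, 1 read on a gene of median length is worth 0.148 TPM or less in the AP libraries, so values of this size would have been seen there. Which cells the transcripts come from was not tested with a list of their own. The T cell list had a median log2 fold change of -0.11 against AP mice (adjusted p = 0.73, 6 of 9 genes down) and 0.23 without AP replicate 2, so whether T cell transcripts in general rose with it is open.

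Genes reduced in AP mice and raised again by polyI:C numbered 29, a set the paper does not discuss. Among them were Cckar, the cholecystokinin receptor on which caerulein acts, at 633 TPM in saline mice, 175 TPM in AP mice and 556 TPM with polyI:C (log2 fold changes -1.85 and 1.66, adjusted p = 8.8e-05 and 0.0037), and Reg3d, at 4446, 799 and 3678 TPM (log2 fold changes -2.48 and 2.20, adjusted p = 2.1e-05 and 0.0011). Choosing such genes from single mice invites noise, since the AP mice enter both comparisons. Genes chosen on the replicates of one number, without a test and with a mean of at least 10 TPM, kept 44.01% of their median rise with polyI:C in the replicates of the other number, in the lower of both directions. The choice was made again for 36 of 124 genes and for 36 of 144 genes. The median rise left in the replicates of the other number was 0.85 and 0.70 on the log2 scale. Noise in single samples may thus add to the size of such rises. The lists chosen this way are not the 29 genes, which passed an adjusted p in both comparisons, and how much noise adds to those was not measured. The number of genes also depended on the setting, from 3 with a constant prior variance to 123 at an unadjusted p. The acinar list was left out because few of its genes had values. The 29 genes therefore cannot show whether acinar transcripts in general recovered.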

How the results depend on the processing

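The 142 single-gene results, for 83 genes, kept their direction under every alternative that was run, apart from the exceptions given next. Ppp1r7 in AP against saline mice, at 0.03, reversed to -0.40 with median-of-ratios scaling, to -0.18 without the genes above 1% of a library, and to -0.22 with voom, an alternative chosen after seeing the data. S100a8, S100a9, Tlr3 and Cldn4 for polyI:C-pretreated AP against AP mice, and Ppp1r7 and Hspa12b for AP against saline mice, changed sign when a single mouse was left out. So did the T cell, duct and proliferation lists in the former comparison and the T and B cell lists in the latter. Under the alternatives set beforehand, 115 of 1624 values changed (58 weaker, 41 stronger, 14 moved by more than the spread between mice, 2 reversed, where values without a mouse are judged by the size of the move and not by sign), and under the others, chosen after seeing the data apart from the first fit, 172 of 1119 changed (84 weaker, 35 stronger, 52 moved, 1 reversed). Of the values for 13 results of gene lists, 19 of 91 changed under the former and 4 of 39 under the latter. The neutrophil, macrophage, T cell, B cell, interferon-stimulated, antioxidant and NADPH oxidase lists for polyI:C-pretreated AP against AP mice are not counted there. Changes of these lists are given separately in this section. The numbers of genes past the threshold were much less stable, above all for polyI:C-pretreated AP against AP mice. The number of genes of Fig. 5A with both changes at least 2-fold was 43 and stayed between 41 and 43. The cause was not tested for any of the changes that follow, unless stated.

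The number of genes past the threshold against saline mice moved with the scale of the libraries. With median-of-ratios scaling, 1566 genes were up and 1220 down in AP against saline mice, in place of 3053 and 677, and 1325 were up and 982 down in polyI:C-pretreated AP against saline mice, in place of 2838 and 500. The median of all tested genes moved from 0.45 to 0.06 in the former comparison. Without the genes above 1% of a library, 1868 genes were up in polyI:C-pretreated AP against saline mice. The comparison of polyI:C-pretreated AP with AP mice hardly depends on this scale, as the median of all genes moved from 0.04 to 0.02. With the same scaling, chosen for the lists after seeing the data, the macrophage list kept its fall at -0.99 and passed the threshold (adjusted p = 0.049). It did not pass as first tested (0.055), with the replicate number as a block (0.13), with camera (0.40), without the genes above 1% (0.059), or with a pseudocount of 0.1 (0.058) or 1 (0.053).

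Without the fold change threshold, AP against saline mice had 5552 genes up and 1242 down, polyI:C-pretreated AP against saline mice 5617 up and 975 down, and polyI:C-pretreated AP against AP mice 120 up, and 61 genes were reduced in AP mice and restored by polyI:C. At an unadjusted p, polyI:C-pretreated AP against AP mice had 327 genes up and 401 down, with 277 genes induced and suppressed and 123 reduced and restored. The genes past both comparisons then numbered 10 of the 12 named in the text, 36 of Fig. 5A and 12 of Fig. 6B, in place of 6, 21 and 7. Without a filter on low values these were 3, 13 and 4, with 44 genes up in polyI:C-pretreated AP against AP mice and 8 restored. Using only the 4 samples compared left 12 restored genes.

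With the replicate number as a block, polyI:C-pretreated AP against AP mice had 62 genes up and 62 down, 49 genes were induced and suppressed and 22 restored, and 4 genes of the text, 16 of Fig. 5A and 5 of Fig. 6B passed both comparisons. The correlation of same-numbered mice behind this block was 0.035 between AP and polyI:C-pretreated AP mice, 0.0075 between saline and AP mice and -0.0039 between saline and polyI:C-pretreated AP mice, so the numbers do not pair the mice. In the fit with the block, the interferon-stimulated list at 1.95 and the NADPH oxidase list at -1.86 lost significance (adjusted p = 0.090 and 0.105). With camera in place of fry both also lost it, at the same medians of 1.95 and -1.86 (adjusted p = 0.396 for each).

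The alternatives in the next sentences were chosen after seeing the data, apart from the first fit made to the values. With the prior variance following the mean TPM, 14 genes were up and 14 down in polyI:C-pretreated AP against AP mice, 12 were induced and suppressed and 5 restored, and 2 genes of the text, 6 of Fig. 5A and 3 of Fig. 6B passed both comparisons. Together with a filter of 0.5 TPM in 2 samples, which was that first fit, the numbers were 16, 14, 12, 5, 2, 6 and 3 in the same order. With a constant prior variance they were 22, 19, 19, 3, 1, 5 and 1. With voom on the estimated reads they were 113, 215, 161, 48, 9, 34 and 13, and AP against saline mice had 1792 genes up and polyI:C-pretreated AP against saline mice 1507 up and 814 down. With a minimum of 10 reads in every sample, 108 genes were down in polyI:C-pretreated AP against AP mice, 56 were restored, and 3 genes of the text, 10 of Fig. 5A and 4 of Fig. 6B passed both comparisons. This filter removes genes that are low in saline mice. With a pseudocount of 0.1, 3 genes of the text and 4 of Fig. 6B passed.

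Leaving out a saline mouse, which does not enter the comparison but contributes to the spread, gave from 31 to 34 genes up and from 41 to 46 down in polyI:C-pretreated AP against AP mice. The median of the B cell list in that comparison ran from -2.23 to -0.10 across the 4 values that each left out one mouse, both ends from leaving out an AP mouse. In AP against saline mice the B cell list had a median of 0.13 and reversed to -0.14 with median-of-ratios scaling, to -0.030 without the genes above 1%, and to -0.021 with a pseudocount of 0.1. No direction can be given for it.

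Alternatives that need read counts were not run. These are DESeq2 with adjusted and with unadjusted p, and edgeR's TMM normalization. The minimum of 10 counts in every sample was run only on the estimated reads. Scaling to library size alone is the scale of TPM itself. For the numbers of genes past the threshold in both comparisons, leaving out a mouse always leaves a compared group with 1 mouse, so no number is given. Depth limits the genes with few reads in the saline mice, such as Il1b and Cxcl2, whose saline values rest on 1 read or none.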

Differences from the paper's values

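The paper states no fold changes in its text, so 18 log2 fold changes of 9 genes were read by eye from the heatmap of Fig. 5A. Of these, 5 lie within the spread between mice and 13 do not, all 13 smaller in size here, and no sign differs. Replacing the scale by median-of-ratios scaling, leaving out the genes above 1% and adding the replicate number as a block, all set before the data were examined, closed none of the 13 gaps.

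For AP against saline mice, Il1b is at about 4.2 in Fig. 5A, read by eye, and at 2.74 here. None of the alternatives set before the data were examined closed the gap, and a pseudocount of 0.1, chosen after seeing the values, gave 4.26. Cxcl1 is at about 5.2 in Fig. 5A and at 3.98 here, and only alternatives chosen after seeing the values came within the spread, a pseudocount of 0.1 with 4.99 and the ratio of mean TPM with 5.47. Cxcl2 is at about 3.3 in Fig. 5A and at 1.33 here, and no alternative closed the gap. C5ar1 is at about 4.0 in Fig. 5A and at 3.47 here. Leaving out saline replicate 1 gave 3.85 and leaving out AP replicate 1 gave 3.63, both within the spread, as were 4.17 with a pseudocount of 0.1 and 4.26 with the ratio of mean TPM, which were chosen after seeing the values. Fgr is at about 3.3 in Fig. 5A and at 2.95 here, and no alternative came within the spread. A pseudocount of 0.1 gave 3.57 and the ratio of mean TPM 3.79, both above the figure's value and chosen after seeing the values. Sprr1a is at about 8.0 in Fig. 5A, the end of its colour scale, which stands for this value or more, and at 6.45 here. None of the alternatives set before the data were examined reached it, and a pseudocount of 0.1, chosen after seeing the values, gave 8.76. The ratio of mean TPM has no finite value, as both saline mice are listed at 0 TPM. Nxpe5 is at about 2.7 in Fig. 5A and at 1.72 here, and only a pseudocount of 0.1, chosen after seeing the values, reached it with 2.64.

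For polyI:C-pretreated AP against AP mice, Il1b is at about -1.8 in Fig. 5A, read by eye, and at -1.22 here. Leaving out AP replicate 2 gave -1.49 and leaving out polyI:C+AP replicate 1 gave -1.46, within the spread, and so were -1.45 with a pseudocount of 0.1 and -1.51 with the ratio of mean TPM, both chosen after seeing the values. Cxcl2 is at about -5.2 in Fig. 5A and at -1.45 here, and only the ratio of mean TPM, chosen after seeing the values, came close with -5.06. Ccr2 is at about -4.4 in Fig. 5A and at -3.82 here, with no alternative closing the gap. C5ar1 is at about -3.8 in Fig. 5A and at -3.03 here, and only the ratio of mean TPM, chosen after seeing the values, closed the gap with -3.60. Fgr is at about -3.2 in Fig. 5A and at -2.53 here. Leaving out polyI:C+AP replicate 1 gave -2.97, within the spread, and so did a pseudocount of 0.1 with -2.98 and the ratio of mean TPM with -2.97, both chosen after seeing the values. Nxpe5 is at about -8.0 in Fig. 5A, the end of its colour scale, which stands for this value or less, and at -2.23 here. No alternative with a finite value reached it, and the ratio of mean TPM has none, as both polyI:C-pretreated AP mice are listed at 0 TPM.

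The paper counts 12 named genes among those significantly induced in AP and suppressed by polyI:C. Here 6 of them passed both comparisons at an adjusted p. Il1b, Cxcl1 and Tyrobp had adjusted p values of 0.42, 0.23 and 0.14 for the fall with polyI:C, and Cxcl2 was below the minimum for testing. At an unadjusted p, set before the data were examined, 10 of the 12 passed. With voom on the estimated reads, chosen after seeing the values, 9 passed, and with a pseudocount of 1, also chosen after seeing the values, 7 passed. The genes in Fig. 5A are given as differentially expressed, and 21 of the 43 analysed here passed both comparisons at an adjusted p, with 36 at an unadjusted p and 34 with voom, the latter chosen after seeing the values. For Fig. 6B, 7 of 13 genes passed, with 12 at an unadjusted p and 13 with voom, the latter chosen after seeing the values.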

Other observations

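The tests of up against down genes, and those of GC content, length and depth for the genes of Fig. 5A, were chosen only after the results were seen, and the other tests described here were set earlier.

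Transcripts of the macrophage list fell in the polyI:C-pretreated AP mice compared with AP mice. The median log2 fold change was -0.97, with 16 of 16 genes down and 14 of them lower in all 4 pairs of mice, and the adjusted p was 0.055, which does not pass. The lists leave out the genes of Figs. 5A and 6B, and all of those analysed here fell with polyI:C. The mannose receptor gene Mrc1 (-2.68) and the scavenger receptor gene Msr1 (-2.40) are among them. The median may therefore understate the fall of macrophage transcripts. The neutrophil list had a median of -0.67, with 10 of 13 genes down and 7 of them lower in all 4 pairs (adjusted p = 0.18). Ly6g and Mpo, the genes of the neutrophil markers used in the paper, were not analysed here. The difference between both lists was not tested. The paper reports from flow cytometry that polyI:C reduced neutrophils in the pancreas and left macrophages unaffected, which is a measurement of cells and not of transcripts. Within the macrophage list the genes fell unequally, with Csf1r at -1.97, Cd68 at -1.27, C1qa at -0.60 and Cd14 at -0.05 (adjusted p = 0.0052, 0.060, 0.43 and 0.89). The genes of the neutrophil list ran from -1.67 to 1.37, with S100a8 at 0.14 and S100a9 at -0.44. Less RNA from all leukocytes is a candidate explanation, tested with the T and B cell lists. The T cell list was at -0.11 (adjusted p = 0.73, 6 of 9 genes down) and the B cell list at -1.24 (adjusted p = 0.44, 10 of 10 genes down). Neither list passed the threshold. The B cell value rests mainly on AP replicate 2, without which it was -0.10, and the T cell value turned to 0.23 without the same mouse. These lists therefore do not settle the question, and the fall of macrophage transcripts cannot be told apart from that explanation.

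All 6 genes of the NADPH oxidase list were lower in all 4 pairs of polyI:C-pretreated AP and AP mice, with a median of -1.86 (adjusted p = 0.033 from limma's fry). Cybb changed by -1.87 (adjusted p = 0.026 from limma). With camera the adjusted p of the list was 0.396. The antioxidant list had a median of 0.26 (adjusted p = 0.25, 6 of 9 genes up), and Hmox1, which encodes HO-1, went from 5.73 TPM in saline mice to 69.4 TPM in AP mice and 38.6 TPM with polyI:C (log2 fold change -0.84, adjusted p = 0.076). Cells that carry the oxidase were not separated from others, and no biological explanation was tested.

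The genes of Fig. 5A were chosen by the authors for the pattern they show, so a test on them tells only whether a technical factor produced their values. Without the genes above 1% of a library, their median for polyI:C-pretreated AP against AP mice was -2.40, next to -2.30 with all genes. Removing a smooth trend of GC content and length took the median of the 37 genes tested from -2.36 to -2.38, and with every library thinned to the smallest the median was -2.25. These corrections moved the genes little, so they show only that the factors are small in this comparison. Noise in the AP mice, which enter both comparisons, was tested on all genes. Of the median fall of genes chosen with one AP mouse, at least 62.2% remained against the other AP mouse, so noise in the shared AP samples may account for part of the size of such falls and not for the whole.

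More genes were raised than reduced in AP against saline mice, 4.51 up for each gene down. The saline libraries have fewer estimated reads on the listed genes. With every library thinned to 3297196 reads, the ratio was still 4.50, with 2808 genes up and 624 down. A few abundant genes losing share in AP mice is another candidate explanation. Without the genes above 1% of a library, the ratio was 2.48, so these genes explain a part of it. With median-of-ratios scaling the ratio was 1.28. That scaling moved the median of all tested genes from 0.45 to 0.06. It therefore draws the numbers of raised and reduced genes together by design, and its ratio is no separate test of the surplus. The surplus of raised genes thus depends on how the libraries are scaled, and TPM cannot show whether the total amount of RNA per cell changed.

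Transcripts of the duct list were raised in AP against saline mice, with a median of 2.62 and 9 of 10 genes up (adjusted p = 0.00018), and were not detectably changed by polyI:C, at -0.17 (adjusted p = 0.33). The shift of all genes, 0.45, is included in the former value. Tlr3, Ifnar1 and Irf3 were not past the threshold with polyI:C 24 h after caerulein, at 0.15, -0.32 and -0.10 (adjusted p = 0.88, 0.31 and 0.80), after rises of 2.56, 1.18 and 0.75 in AP against saline mice.

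Ccl24, the gene matched by the primer pair listed for Ccl2, was at 5.18 and 0.530 TPM in the saline mice, 9.43 and 8.16 TPM in the AP mice and 1.20 and 0.382 TPM in the polyI:C-pretreated AP mice. Its log2 fold changes were 1.94 (adjusted p = 0.11) and -2.92 (adjusted p = 0.19).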
